# Comparative transcriptome profiling of longissimus muscle tissues from Qianhua Mutton Merino and Small Tail Han sheep

**DOI:** 10.1038/srep33586

**Published:** 2016-09-20

**Authors:** Limin Sun, Man Bai, Lujie Xiang, Guishan Zhang, Wei Ma, Huaizhi Jiang

## Abstract

The Qianhua Mutton Merino (QHMM) is a new sheep (*Ovis aries*) variety with better meat performance compared with the traditional local variety Small Tail Han (STH) sheep. We aimed to evaluate the transcriptome regulators associated with muscle growth and development between the QHMM and STH. We used RNA-Seq to obtain the transcriptome profiles of the longissimus muscle from the QHMM and STH. The results showed that 960 genes were differentially expressed (405 were up-regulated and 555 were down-regulated). Among these, 463 differently expressed genes (DEGs) were probably associated with muscle growth and development and were involved in biological processes such as skeletal muscle tissue development and muscle cell differentiation; molecular functions such as catalytic activity and oxidoreductase activity; cellular components such as mitochondrion and sarcoplasmic reticulum; and pathways such as metabolic pathways and citrate cycle. From the potential genes, a gene-act-network and co-expression-network closely related to muscle growth and development were identified and established. Finally, the expressions of nine genes were validated by real-time PCR. The results suggested that some DEGs, including *MRFs, GXP1* and *STAC3*, play crucial roles in muscle growth and development processes. This genome-wide transcriptome analysis of QHMM and STH muscle is reported for the first time.

Sheep (*Ovis aries*) form a large part of the global animal husbandry industry. Sheep meat, with its characteristics of high protein, low fat and low cholesterol, is an important source of protein for humans. The Qianhua Mutton Merino (tentative name; abbreviated as QHMM) is a new sheep variety bred for both meat and wool. It was bred through graded crossing and artificial selection of the SA (South Africa) Mutton Merino (male parent) and Chinese Northeast Fine-wool sheep (female parent) in recent years. This new breed has genetic features of strong stress and roughage resistance, and better meat performance compared with the SA Mutton Merino and Northeast Fine-wool sheep. Gene regulation underlies all biological behaviour and phenotype; thus, investigating genetic information, which is controlled by gene regulatory factors, is one of the main challenges in molecular biology^1^. Transcription factors, a major family of gene regulatory proteins, play an essential role in the growth, development and evolution of higher organisms^2^,^3^. Therefore, investigating the transcriptome profile of muscle tissues, especially with reference to transcription regulatory proteins, would provide useful information to improve the production and quality of sheep meat.

In a narrow sense, the transcriptome usually refers to the sum of all mRNAs, because among all types of RNA, mRNA is the direct template for protein synthesis^4^. The growth and development of skeletal muscle is a complex process, which is promoted through transcriptome regulation involving regulatory networks and signalling pathways. To date, muscle regulatory factors (*MRFs*)^5^, growth hormone(*GH*)^6^, insulin-like growth factors (*IGFs*)^7^,^8^, and myostatin(*MSTN*)^9^,^10^ have been reported to be associated with muscle growth and development. To analyse the transcriptome of muscle tissue would identify more candidate genes, regulatory networks and signalling pathways at the transcriptional level.

RNA-sequencing (RNA-seq), a next-generation sequencing method with the advantages of cost-effectiveness and high-throughput, provides a genome-wide sequence readout of a transcriptome^11^,^12^. In this study, we analysed the transcriptome profile of muscle tissues of QHMM and STH sheep, which is a traditional local variety, using RNA-Seq and bioinformatics analysis. The growth rate and meat performance between two sheep breeds are significantly different. The DEGs obtained from this study will aid future investigation of the mechanism of sheep muscle growth and development, and also provide a basis for mutton sheep breeding.

## Results

### Phenotypic difference analysis

As shown in Fig. 1a,b, compared with STH, the new breed QHMM had a good body shape, with the characteristics of no angle, wide and deep chest, straight back and well-developed hindquarters. The analyses of the carcass and meat quality are shown in Table 1. Compared with STH sheep, the cooking percentage, carcass weight, and slaughter percentage were very significantly higher (*P* < 0.01) in the QHMM sheep; live weight, net meat percentage and loin eye muscle area were significantly higher (*P* < 0.05) in the QHMM sheep; the muscle shear force and water loss rate were very significantly lower (*P* < 0.01); and the pH24 (pH of the tissue 24h post-mortem) was significantly lower (*P* < 0.005) in the QHMM sheep. These data indicated that the meat performance was significant different between the QHMM and STH sheep.

### Summary of RNA-seq data

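The libraries were made from the longissimus dorsi muscle of 6 females aged 1 year, 3 Qianhua Mutton Merino (QHMM) and 3 Small Tail Han (STH) sheep, with 1 library per animal. Poly(A)-containing RNA was fragmented, converted to cDNA and read on an Ion Proton instrument, which detects the hydrogen ion released as each base is added. The RNA integrity numbers that the paper gives in Supplementary Fig. S2 lay between 6.1 and 6.3. The authors filtered the reads, kept those with a unique position on the sheep genome, and deposited the number counted on each gene without normalization, beside RPKM values. Between 10982191 and 14334544 reads per library were counted on genes, with a median of 12980936 in QHMM and 13107349 in STH. The gene table lists 23144 gene symbols without chromosome positions, and 17668 of them had at least 1 read in the 6 libraries. Counts were normalized by edgeR's TMM method, and the 12506 genes that passed edgeR's filter for low counts were tested. Across genes, Spearman's rho between the normalized counts of 2 libraries was 0.955 to 0.960 for the 6 pairs within a breed and 0.909 to 0.951 for the 9 pairs between breeds. Genes are not independent replicates, so these coefficients carry no p-value. The first principal component held 44.1% of the variance and separated the breeds. On the second, with 19.1%, QHMM replicate 2 and STH replicate 3 lay apart from the other 4 libraries. Both also had the lowest RNA integrity number, 6.1, and the lowest TMM factors, 0.852 and 0.853. Differences in RNA quality or composition are therefore not excluded as the source of this component. For a single gene, 3 animals against 3 cannot give an exact permutation p below 0.10.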

In this study, the result of RNA quality are shown in Supplementary Fig. S1–S3 in Supplementary Information; we obtained a total of 18.75, 17.48, 16.49, 17.46, 14.79 and 17.41 million raw reads for QHMM (A1, A2, A3) and STH (B1, B2, B3), respectively (Table 2). The raw reads were filtered and mapped to the Oar 3.1 version of the sheep genome sequence, and the unique mapped rate was 0.853–0.877. 

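The reads counted on genes made up 87.2%, 87.1% and 86.2% of the paper's unique mapped reads in QHMM replicates 1, 2 and 3, and 85.7%, 85.9% and 88.9% in STH replicates 1, 2 and 3. The 95% Wilson intervals of these shares, and of the shares of single libraries taken by the most abundant genes, reach at most 0.0283 percentage points to either side. They cover counting error only, since reads amplified by PCR are not independent molecules. Genes with at least 1 read numbered 15330 to 15830 in the QHMM libraries and 15534 to 15823 in the STH libraries.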

The analysis of the genes’ structures and their distribution on the chromosomes of mapped reads are shown in Fig. 2.

### Differentially expressed genes

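The deposited RPKM values scale each read count by a gene length and by the library's total count on genes, rather than by its mapped reads. For the 13822 genes with reads in all 6 libraries, the gene length implied by the counts and the RPKM values was the same in every library, with a relative spread of at most 5.73e-06. The implied lengths of 17644 genes ranged from 66 to 104308 bases with a median of 1745. An RPKM of at least 1 was reached by 11126, 10309 and 11043 genes in QHMM replicates 1, 2 and 3 and by 11444, 10995 and 10290 genes in the STH replicates. The 20 most abundant genes took 38.3% to 42.6% of the counts in QHMM and 34.3% to 42.7% in STH. ACTA1, which encodes skeletal muscle alpha-actin, had the most reads of any gene, with 8.64% to 9.71% of the counts in QHMM and 5.02% to 10.2% in STH. The TMM factors, which adjust for such differences in composition, were 1.01, 0.852 and 1.03 in QHMM and 1.20, 1.10 and 0.853 in STH.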

To investigate the different muscle properties from a genetic perspective, the expression levels of the genes were quantified by the reads per kilobase of transcript per million mapped reads (RPKM) method. 

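With edgeR's quasi-likelihood F test, 432 of the tested genes had an FDR below 0.05 and an absolute log2 fold change above 0.585 in STH vs. QHMM. Of these, 203 were up-regulated and 229 were down-regulated. Before adjustment, 2395 genes had a p-value below 0.05. In all 432 genes, the 3 STH libraries lay on one side of the 3 QHMM libraries, which held for 3089 tested genes (24.7%) where chance gives 10%. Each of the 432 kept its sign in the 6 fits that each left out 1 library, and 88 of them were called in all 6. Because the breeds overlapped in none of the 432, leaving out a library could hardly change a sign. The kept signs therefore show no stability. Of the alternatives fixed in advance, an FDR threshold of 0.01 moved the number most as a ratio, to 41 genes, and DESeq2 moved it most as a difference, to 973. With limma-trend on log2(RPKM + 1) in place of the counts, 212 genes were up-regulated and 134 down-regulated, an up-regulated share of 61.3% against 47.0% from the counts. Supplementary Table S1 prints the counts of 960 genes, identical to the deposited ones, and 363 of the 432 genes are among them. Of its genes, 940 passed the filter for low counts, all 940 had the sign the paper gives, and 938 had an FDR below 0.05 when adjusted over that list alone, 933 of them with the minimum fold change. The list holds the paper's own calls on these data, so that number shows no stability. Across those 940 genes, Pearson's r between the paper's log2 fold changes and the edgeR values was 0.971, although genes are not independent replicates. SOCS2 rose from 66.3 ± 20.0 normalized counts in QHMM (mean ± SD, n = 3) to 194 ± 18.3 in STH (n = 3), a log2 fold change of 1.55 (SE 0.28, FDR = 0.0193). CCND3 rose from 126 ± 15.0 to 230.1 ± 32.0, with a log2 fold change of 0.87 (SE 0.23, FDR = 0.0707). SDHC fell from 3590.2 ± 646 to 1799 ± 166, with -1.00 (SE 0.23, FDR = 0.0459). SMAD3 had a log2 fold change of -0.96 (SE 0.28, FDR = 0.0904), NMNAT3 of -1.05 (SE 0.33, FDR = 0.113) and MGST3 of -0.81 (SE 0.22, FDR = 0.0712). In each of these 6 genes every STH library differed from every QHMM library in the same direction, but CCND3, SMAD3, NMNAT3 and MGST3 were not past the FDR threshold.

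**Figure D1:**
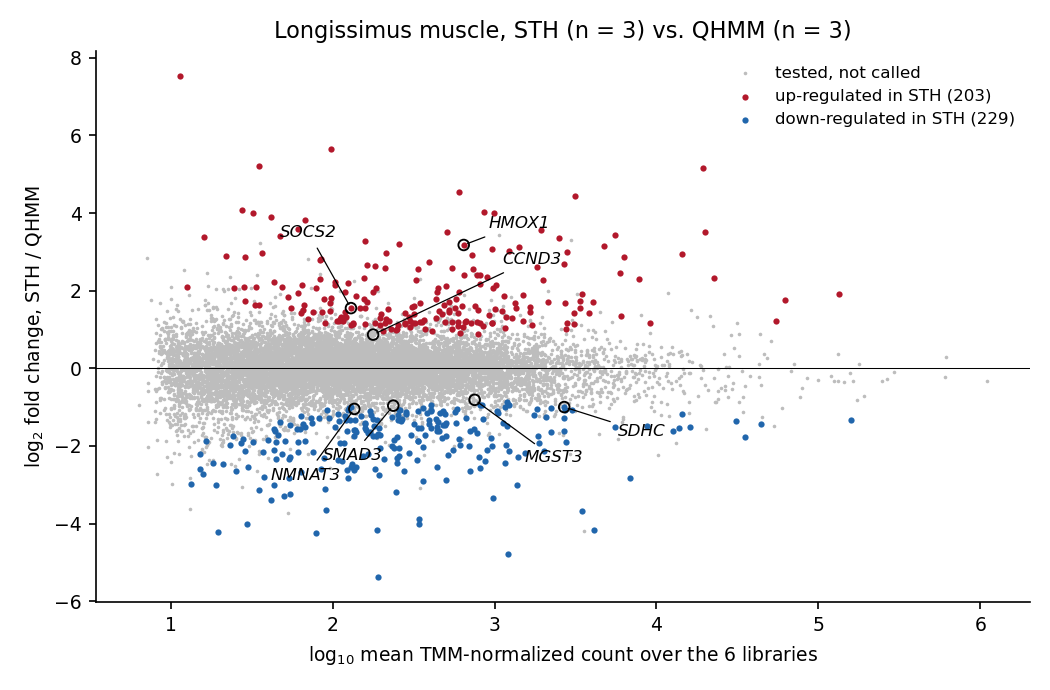
Log2 fold change (STH / QHMM) of the 12506 tested genes against the log10 mean normalized count over the 6 libraries, with 1 point per gene. The 203 up-regulated and 229 down-regulated genes are coloured, genes not called are grey, and circles mark 7 genes by name.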

Then, using the EBSeq algorithm (|log_2_^FoldChange^| > 0.585 and FDR < 0.05; FDR, false discovery rate), 960 genes were considered as DEGs, including 405 that were up-regulated, such as *CCND3*, *SOCS2* and *HMOX1*, and 555 that were down-regulated, such as *SMAD3*, *NMNAT3*, *SDHC* and *MGST3* in the muscle tissues of STH vs. QHMM, respectively (Supplementary Table S1).

### Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses of DEGs

The 960 DEGs identified in the longissimus dorsi of QHMM and STH sheep were annotated according to three GO categories: biological process, molecular function, and cellular component. Significance analysis revealed the significant enrichment (P < 0.05) of 252 GO terms (including cellular lipid metabolic process, small molecule metabolic process, and fatty acid metabolic process), 81 GO terms (including wnt-activated receptor activity, oxidoreductase activity, and catalytic activity), and 43 GO terms (including mitochondrion, sarcoplasmic reticulum, and Z disc) for all DEGs in the categories of biological process, molecular function, and cellular component, respectively (Supplementary Table S2). GO terms significantly enriched for up- and down-regulated DEGs are shown in Supplementary Tables S3 and S4. The top 15 significant GO terms among the three categories are shown in Fig. 3a–c. After GO annotation and significance analysis of GO terms, to further understand the key GO terms and select DEGs that are probably associated with growth and development of muscle, 82 significantly enriched GO terms (Supplementary Table S5) were selected to create a visual GO-Trees picture, based on the hierarchical and subordinate relationship of the GO terms, as shown in Fig. 4a. The figure indicates that the DEGs mainly influenced biological process such as metabolic process, regulation of growth, skeletal muscle tissue development and glycogen metabolic process. 

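All 30 genes of Table 3 were tested, and each had the direction of Table 3 in every setting that gave it a value. That was 28 genes with at least 10 counts in every library, 29 without the 20 most abundant genes and 30 in the other settings. In each, the 3 STH libraries lay on one side of the 3 QHMM libraries. edgeR called 17 of them, 5 up-regulated and 12 down-regulated in STH. Adjusted over the 30 genes alone, all 30 had an FDR below 0.05, which shows no stability because the paper selected them as DEGs on the same counts. The FDR of the 13 genes that were not called lay between 0.0550 and 0.155. BTG1 rose from 673 ± 39.7 normalized counts (mean ± SD, n = 3 QHMM) to 3290.4 ± 1186 (n = 3 STH), with a log2 fold change of 2.29 (SE 0.30, FDR = 0.00559), and was the only one of the 30 with an FDR below 0.01. XIRP1 had a log2 fold change of 2.32 (SE 0.53, FDR = 0.0416), and RXRG of -2.01 (SE 0.34, FDR = 0.0143). CSRP3 and MAFF varied more between the QHMM animals, relative to their means, than these genes did. CSRP3 had 2701, 1029 and 10889 normalized counts in QHMM replicates 1, 2 and 3 and 13971, 17850.2 and 24291 in STH, and its log2 fold change of 1.94 (SE 0.67, FDR = 0.144) was not past the threshold. For MAFF, QHMM replicate 3 had 9.14 normalized counts where replicates 1 and 2 had 122 and 90.1, and the SE of its log2 fold change of 1.71 was 0.61. FOXP1, with 0.73 (SE 0.23, FDR = 0.117), was the only Table 3 gene that none of the settings called.

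**Figure D2:**
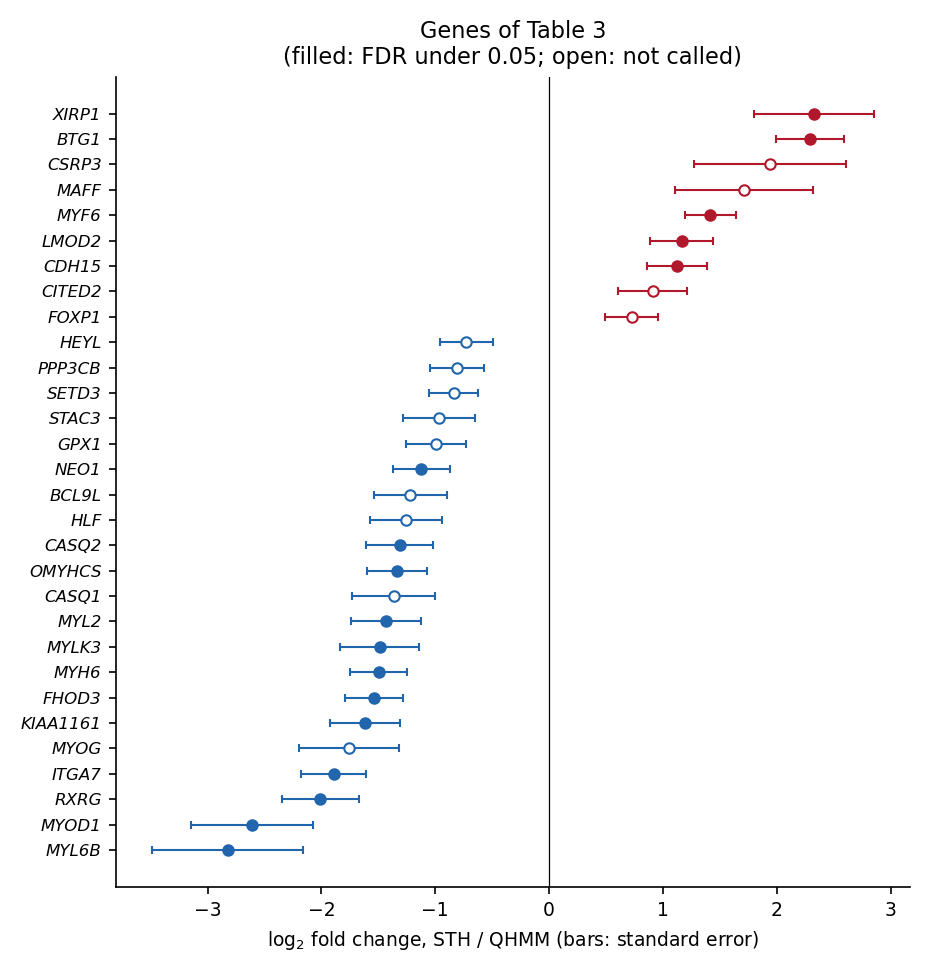
Log2 fold changes (STH / QHMM) of the 30 genes of Table 3 with their standard errors (edgeR, n = 3 animals per breed). Filled points mark the 17 genes with an FDR below 0.05, 5 above 0 and 12 below.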

We selected ten GO terms (skeletal muscle tissue development, positive regulation of skeletal muscle fibre development, skeletal muscle fibre development, positive regulation of myoblast differentiation, positive regulation of muscle cell differentiation, muscle cell fate commitment, muscle cell differentiation, sarcomere organization, myofibril assembly and myoblast differentiation) that are directly involved in the biological process of muscle growth and development, and 30 DEGs associated with these GO terms were obtained (Table 3).

The pathway annotation of DEGs was performed using the KEGG database. The results showed that 53 pathways were significantly (P < 0.05) enriched among all DEGs (Supplementary Table S6), pathways significantly enriched for up- and down-regulated DEGs are shown in Supplementary Table S6. The top 15 significant pathways are shown in Fig. 3d. Moreover, pathway analysis showed that these DEGs are mainly involved in carbohydrate metabolism processes, including glycolysis/gluconeogenesis, TCA cycle and pyruvate metabolism; lipid metabolism processes, such as fatty acid elongation; amino acid metabolic processes containing arginine and proline metabolism, valine, leucine and isoleucine degradation, cysteine and methionine metabolism; cell growth and apoptosis; and signal transduction processes, such as the FoxO and Wnt signalling pathways. To further investigate the interactions of pathways and to obtain the key significant pathways that play pivotal roles in muscle growth and development, a pathway-act-network^13^,^14^,^15^ was explored based on the direct or systemic interactions of 23 selected significantly enriched pathways (Supplementary Table S7) in KEGG database. As shown in Fig. 4b, the metabolic pathways; citrate cycle (TCA cycle); and alanine, aspartate and glutamate metabolism, were located in the centers of each pathway clusters and showed the most interactions with surrounding pathways. This indicated that these pathways were probably the most vital pathways. Arginine, proline metabolism, glycolysis/gluconeogenesis, glyoxylate and dicarboxylate metabolism, as well as propanoate metabolism, in the pathway-act-network also played essential roles.

### Gene-act-network and co-expression analysis

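Of the 463 genes in Supplementary Table S8, 457 passed the filter for low counts, and all 457 had the direction given in the paper. edgeR called 195 of them, 87 up-regulated and 108 down-regulated in STH. When the FDR was adjusted over these 457 genes alone, all 457 were below 0.05 and 456 also passed the minimum fold change; the table was drawn from the paper's DEGs on the same libraries, so this count shows no stability. Among the tested genes listed as up-regulated, the median log2 fold change was 1.16, and among those listed as down-regulated it was -1.18. The values ranged from -5.37 to 5.22.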

After GO analysis and pathway analysis, 463 DEGs (Supplementary Table S8) that probably regulated muscle growth and development were selected from 82 significantly enriched GO terms and 23 significantly enriched pathways. To further explore the interactions between these DEGs, the gene-act-network^14^,^15^ was established based on the relationships between these DEGs in terms of expression, activation and indirect activation, phosphorylation and dephosphorylation, binding and compounds, inhibition and missing interactions according to KEGG database. As shown in Fig. 5, in the gene-act-network, not only were the processes of signal transduction visible, but also related genes involved in essential regulatory function were more easily discovered. The genes *MYH6, MYL2, MYL6B, MYLK3, ITGA7, GPX1* and *PPP3CB*, which were previously mentioned in Table 3, were involved in the gene-act-network. The results identified gene interactions. Alternatively, we built a co-expression-network based on the DEGs in muscle tissues of QHMM and STH to highlight the synergy of DEGs groups that are functionally related or co-regulated^16^. As shown in Fig. 6, 185 network nodes and 509 connections were found in the QHMM group, while 186 network nodes and 535 connections were observed in the STH group. The “k-core” factor was then applied to identify the key regulatory genes, which probably play pivotal roles in gene interactions and regulations. Nine DEGs with the highest k-core values were identified in the QHMM group, while eleven DEGs with highest k-core values were identified in the STH group (Supplementary Table S9). Moreover, DEGs including *MYH6, MYL2, MYL6B, MYLK3, NEO1, OMYHCS* and *PPP3CB*, previously mentioned in Table 3, were co-expressed with other genes in the co-expression-network of both the QHMM group and STH group. 

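A k-core value counts the links that a gene keeps in the densest part of a network, and the links here rest on the correlation of genes over the 3 libraries of 1 breed. Over 3 libraries, the values of a gene have only 6 possible orders, so an exact permutation test of such a correlation cannot give a p below 0.05. No correlation was therefore computed. For the difference between the breeds, edgeR called 5 of the 9 genes that Supplementary Table S9 lists for QHMM and 3 of the 11 that it lists for STH. CDKN1A, listed for both, rose from 112 ± 58.2 normalized counts in QHMM (mean ± SD, n = 3) to 542 ± 183 in STH (n = 3), with a log2 fold change of 2.28 (SE 0.41, FDR = 0.0193). Of the others listed for QHMM, LOC101120934 had a log2 fold change of 2.47 (SE 0.37, FDR = 0.0108), CA2 of -1.82 (SE 0.28, FDR = 0.0109) and CDKN2C of -1.42 (SE 0.27, FDR = 0.0228). PC was also called, and among the genes listed for STH, ABAT had a log2 fold change of -2.17 (SE 0.40, FDR = 0.0201) and MYL2 was called. Adjusted over each list alone, all 9 and all 11 had an FDR below 0.05, and 10 of the 11 passed the minimum fold change, which shows no stability in lists of the paper's own DEGs.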

DEG *GPX1*, also listed in Table 3, was only in the co-expression-network of the STH group.

### Validation of RNA-Seq data

Nine DEGs were selected randomly to validate the RNA-Seq data by qRT-PCR. The data from the qRT-PCR analysis were calculated by the 2^−ΔΔCt^ method^17^ and the detailed results are shown in Fig. 7. Compared with QHMM sheep, the DEGs *CBS, CCND, HMOX1* and *ZBTB16* were up-regulated, while *MGST3, SCARB1, SMAD3, NMNAT3* and *SDHC* were down-regulated in the STH sheep, and *CCND, HMOX1, ZBTB16, SCARB1* and *NMNAT3* were significantly differently expressed (P < 0.05), *CBS* and *SDHC* were very significantly differently expressed (P < 0.01). The expression levels of these genes determined by qRT-PCR were consistent with the RNA-Seq data, which validated the accuracy of the RNA-Seq data.

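In the RNA-seq counts of the same 9 genes, edgeR called 3 of the 4 listed as up-regulated and 2 of the 5 listed as down-regulated. CBS rose from 112 ± 21.2 normalized counts in QHMM (mean ± SD, n = 3) to 278 ± 93.7 in STH (n = 3), with a log2 fold change of 1.31 (SE 0.29, FDR = 0.0397). ZBTB16 rose from 492 ± 228 to 1789 ± 293, with 1.86 (SE 0.32, FDR = 0.0154), and SCARB1 fell from 353 ± 63.2 to 167 ± 19.2, with -1.08 (SE 0.23, FDR = 0.0354). HMOX1 and SDHC were also called. For each of the 9 genes, all STH libraries lay on one side of all QHMM libraries. DESeq2 with its own size factors, in place of edgeR, called all 9. Adjusted over the 9 genes alone, all had an FDR below 0.05, but the genes were picked from the paper's DEGs, so this shows no stability. ACTB, the gene of the qRT-PCR reference β-actin, had 11844, 9637 and 4458 normalized counts in QHMM replicates 1, 2 and 3 and 8508, 6854 and 7711 in STH. Its log2 fold change of -0.17 (SE 0.34, FDR = 0.833) changed sign, to 0.05, with limma-trend on RPKM. The libraries of the 2 breeds overlapped for this gene.

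**Figure D3:**
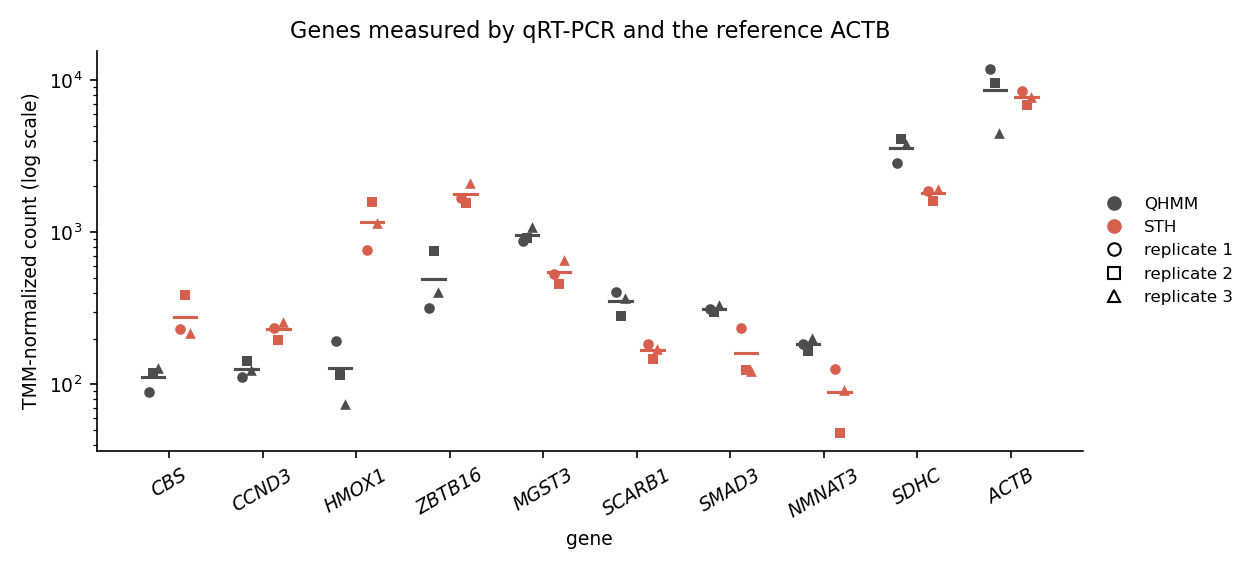
Normalized counts (log scale) of the 9 genes measured by qRT-PCR and of ACTB in the 3 QHMM and 3 STH libraries, with bars at the means. The breeds overlap for ACTB but for none of the 9 genes.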

## Discussion

Meat performance is an important economic trait in animal husbandry, and is also important reference index in sheep breeding. In the present study, we studied the phenotypic difference between QHMM and STH sheep. The data showed that compared with the local, traditional sheep STH, QHMM, which is a new breeding variety for both mutton and wool, has a significantly different meat production performance and meat quality. Our results highlighted the phenotype difference and genetic difference between these two breeds. To investigate the potential genetic mechanism of the difference in muscle growth and development between the two sheep breeds, a genome-wide transcriptome analysis of the mRNA expressed in the muscle tissues of the two sheep breeds was performed. The present study is the first genome-wide transcriptome analysis of QHMM for the genes related to muscle growth and development.

Muscle growth and development are often regulated by core genes and signal transduction pathways^18^,^19^. We therefore attempted to identify the key genes and signal pathways related to muscle growth and development in the present study. Recently, RNA-seq has emerged as a new technique to determine the expression level of the whole genome, and allows a fast and comprehensive determination of almost all transcripts of a species, thus expanding the frontiers of animal genetics^20^. Previous studies identified 387 DEGs between Dorset and STH sheep^21^ that are involved in stress response, unfolded protein response, myoblast cell fate determination, and the extracellular matrix, and 1300 DEGs between Dorper and STH sheep^22^ using the RPKM algorithm in muscle tissues by RNA-seq. Compared with previous studies, we identified 960 DEGs from the muscle tissues of QHMM and STH sheep by RNA-seq, including 405 that were up-regulated and 555 that were down-regulated. We also found that these DEGs are associated with myoblast cell fate determination and the extracellular matrix, as observed previously^21^.

GO analysis of the DEGs was helpful for understanding the main function of these DEGs. We selected 82 significantly enriched GO terms to create a GO-Trees picture, to identify the core genes in muscle growth and development process. As a result, 10 GO terms that are directly involved in biological process of muscle growth and development and 30 DEGs associated with these ten GO terms were obtained. 

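The muscle regulatory factors of Table 3 are transcription factors that the files list as MYOG, MYOD1 and MYF6. MYOD1 had 174, 322 and 204 normalized counts in QHMM replicates 1, 2 and 3 and 71.0, 9.62 and 31.4 in STH, with a log2 fold change of -2.61 (SE 0.53, FDR = 0.0292). With 1 library left out, its log2 fold change lay between -3.52 and -2.19. MYOG fell from 504 ± 129 in QHMM (mean ± SD, n = 3) to 149 ± 92.9 in STH (n = 3). Its log2 fold change of -1.76 had an SE of 0.44 and was not past the FDR threshold, though DESeq2 called it. MYOD1 lost its call with robust dispersions, with TREAT and, like MYF6, with the FDR threshold of 0.01. MYF6 rose from 1696 ± 159.7 to 4521 ± 469.5, with a log2 fold change of 1.41 (SE 0.22, FDR = 0.0123) that stayed between 1.36 and 1.48 and was called with any 1 library left out. For these 3 genes the STH libraries lay on one side of the QHMM libraries, and STH replicate 2 had the lowest MYOD1 and MYOG counts.

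**Figure D4:**
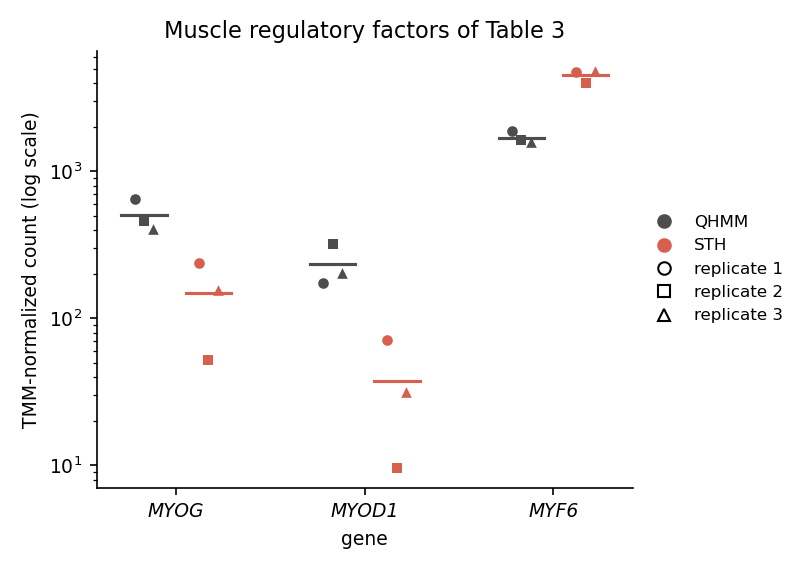
Normalized counts (log scale) of MYOG, MYOD1 and MYF6 in the 3 QHMM and 3 STH libraries, with bars at the means. No STH library overlaps a QHMM library in any of the 3 genes.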

Among these DEGs, importantly, *MYOG* and *MYOD* were up-regulated in QHMM, while *MYF6* was down-regulated. Previous studies showed that *MYOG*, *MYOD* and *MYF6* are regulatory factors belonging to the muscle regulatory factors (MRFs) family, which has central functions in early muscle differentiation, and muscle growth and development^23^,^24^. *MYOG* and *MYF6* are involved mainly in the fusion and differentiation of myoblast^25^,^26^. *MYOD* is a marker of skeletal muscle satellite cell proliferation^27^. Moreover, *MYL2*, *MYL6B* and *MYLK3* belong to the myosin light chain (MYL) family, and *OMYHCS* and *MYH6* belong to myosin heavy chain (MHC) family, myosin being composed of MHC and MYL. 

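All 5 genes were down-regulated in STH in every setting that gave them a value, and edgeR called each of them. OMYHCS is among the 20 most abundant genes and has no value where those were left out. OMYHCS, the slow myosin heavy chain, fell from 226321 ± 36204 normalized counts in QHMM (mean ± SD, n = 3) to 89626 ± 3849 in STH (n = 3), with a log2 fold change of -1.34 (SE 0.26, FDR = 0.0251). MYH6 fell from 12846 ± 2529 to 4552 ± 288, with -1.50 (SE 0.25, FDR = 0.0135), and was called with any 1 library left out. Its count was 4.85% to 6.15% of that of OMYHCS, a paralog, in each library. The SD of the log2 ratio of the pair over the 6 libraries was 0.152, the smallest among 12 slow-fibre genes set against OMYHCS, where the next, of TNNT1, was 0.345. Which of the pair a read came from was not known from the counts. MYL2 fell from 64129 ± 8752 to 23718 ± 8413, with -1.44 (SE 0.31, FDR = 0.0351). MYL6B had 14175, 4589 and 17334 normalized counts in QHMM replicates 1, 2 and 3 and 510.0, 3377 and 1213 in STH, with -2.82 (SE 0.66, FDR = 0.0459), so that QHMM replicate 2 and STH replicate 2 differed little. MYLK3 had a log2 fold change of -1.49 (SE 0.34, FDR = 0.0438). TREAT called none of the 5 genes, MYL6B also lost its call with robust dispersions and with the gene-length offset, and MYLK3 with upper-quartile normalization.

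**Figure D5:**
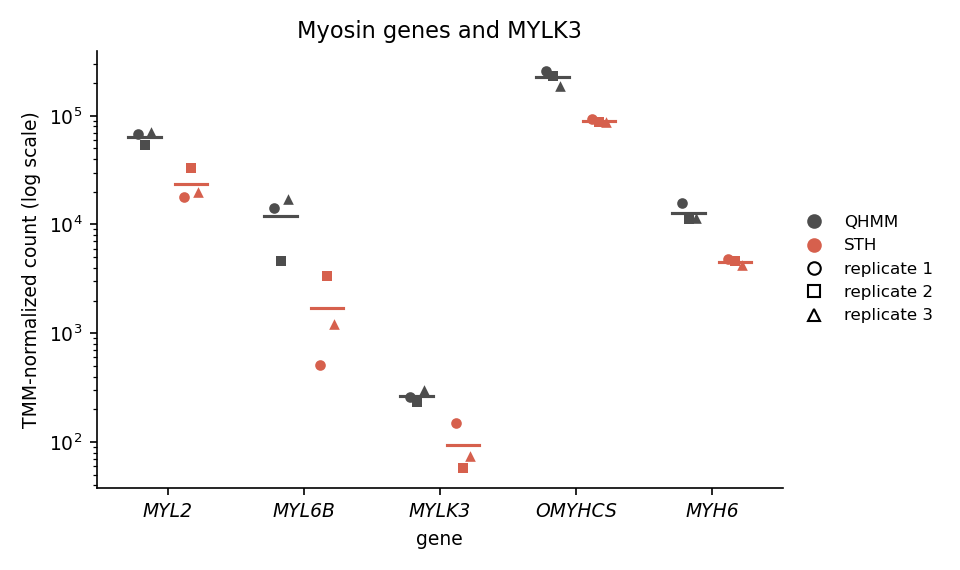
Normalized counts (log scale) of 4 myosin genes and MYLK3 in the 3 QHMM and 3 STH libraries, with bars at the means. All STH libraries lie under all QHMM libraries for each gene, least clearly for MYL6B.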

Importantly, myosin is the main component of myofibrillar thick filaments and plays a vital role in muscle growth and contraction^28^. Additionally, previous research indicated that *GXP1* was essential for muscle progenitor cell function and the integrity of muscle differentiation^29^. *STAC3* was identified as a nutrient regulated gene, which is highly expressed in skeletal muscle^30^. *CSRP3* plays a fundamental role in skeletal muscle proliferation and differentiation^31^ and in the maintenance of normal muscle structure and function in terms of myofibre size and sarcomere length^32^. *BTG*, which is expressed in the sarcomere, was identified^33^. There have been few reports of other DEGs with functions related to muscle growth and development. Although these previous studies enhanced the accuracy of our prediction of key genes, deeper and further study of these 30 DEGs are required to identify their functions in muscle growth and development process. From the GO-Trees, we also found metabolic regulation subnetwork, including biotin metabolic process, lipid metabolic process and oxidation-reduction. A regulation of growth subnetwork, including negative regulation of cell growth, regulation of cell growth and negative regulation of growth, and muscle contraction subnetwork were also observed. In addition, a Wnt receptor signalling pathway subnetwork, as well as gluconeogenesis and glycogen metabolic process subnetworks, were identified. The DEGs belonging to these regulatory subnetworks probably also play important roles in regulation gene expression in the longissimus muscle tissue of QHMM and STH sheep. Research into their detailed roles will be carried out in the future.

Similar to the GO analysis, pathway analysis was performed to further investigate the DEGs from another perspective. We found that the DEGs were mainly associated with carbohydrate metabolism, lipid metabolism, amino acid metabolism, signal transduction, and cell growth and apoptosis. We selected 23 significantly enriched pathways to establish a pathway-act-network. We found that the metabolic pathways, citrate cycle (TCA cycle) and alanine, aspartate and glutamate metabolism were the core pathways in the network. Skeletal muscle is the major metabolic tissue^34^; therefore, it was not surprising that metabolic pathways, which included 97 DEGs, comprised the most central pathway in the network in our study. 

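Supplementary Table S10 lists 97 genes for the metabolic pathways term, of which 96 were tested, and all 96 had the direction given in the paper. edgeR called 41 of them, 16 up-regulated and 25 down-regulated in STH. The median log2 fold change was 1.15 among the listed up-regulated genes and -0.97 among the listed down-regulated genes, and the values ranged from -4.01 to 4.01. All 96 had an FDR below 0.05 when it was adjusted over the 96 alone, which shows no stability in a list of the paper's DEGs. Of the 133 genes that the table lists for all its terms together, 132 were tested and 55 were called, 24 of them up-regulated and 31 down-regulated.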

Previously, it was showed that the TCA cycle is involved in skeletal muscle fibre transition^35^,^36^. 

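The 7 genes that Supplementary Table S10 lists for the citrate cycle were all down-regulated in STH, in every setting that was run. PC, which encodes pyruvate carboxylase, fell from 466 ± 175 normalized counts in QHMM (mean ± SD, n = 3) to 141 ± 48.8 in STH (n = 3), with a log2 fold change of -1.72 (SE 0.35, FDR = 0.0298). IDH1 had a log2 fold change of -1.54 (SE 0.31, FDR = 0.0266) and IDH3A of -1.02 (SE 0.23, FDR = 0.0399), and SDHC was the other gene that edgeR called. With 1 library left out, 0 to 3 of the 7 genes were called. The count was 0 without QHMM replicate 1, STH replicate 2 or STH replicate 3. TREAT called 0 and the fit with the replicate number as a block called 2. DLAT had a log2 fold change of -0.85, PDHB of -0.69 and IDH2 of -0.63, and their FDR lay between 0.0607 and 0.178. IDH1, IDH3A, DLAT, PDHB and IDH2 were chosen for naming after their values were seen. Within the 7 genes alone, the FDR was below 0.05 for all 7, which shows no stability in a list of the paper's own DEGs.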

In this study, seven DEGs from the TCA cycle were identified. In addition, we also obtained other essential pathways, including the glycolysis/gluconeogenesis pathway, the FoxO signalling pathway, the Wnt signalling pathway and the fatty acid elongation pathway. Among these pathways, glycolysis is a vital pathway during the post-mortem period, during which period the glycolysis rate can be influenced by muscle fibre type^37^,^38^. 

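Supplementary Table S10 lists 8 genes for glycolysis/gluconeogenesis, all with lower counts in STH in every setting that was run. edgeR called 4 of the 8, and 0 to 3 of them with 1 library left out. The count was 0 without QHMM replicate 1, QHMM replicate 2 or STH replicate 2. TREAT called 0 and the fit with the replicate number as a block called 2. PGK1 fell from 20296 ± 4262 normalized counts in QHMM (mean ± SD, n = 3) to 7059.9 ± 2479 in STH (n = 3), with a log2 fold change of -1.52 (SE 0.32, FDR = 0.0302). GPI had a log2 fold change of -1.52 (SE 0.30, FDR = 0.0248), TPI1 of -1.18 (SE 0.26, FDR = 0.0376) and LDHB of -0.95 (SE 0.22, FDR = 0.0459). These genes were chosen for naming after their values were seen. The 4 that were not called are DLAT and PDHB, which the citrate cycle shares, ALDH2, and LOC101123148 with an FDR of 0.168.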

In our study, eight DEGs associated with glycolysis/gluconeogenesis pathway were identified. 

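Of the 19 genes that Supplementary Table S10 lists for the Wnt signalling pathway, all 19 were tested and had the direction given there. edgeR called 6, and adjusted over the 19 genes alone all 19 had an FDR below 0.05, which shows no stability because they are the paper's DEGs on the same counts. The receptor gene FZD7 fell from 569 ± 45.1 normalized counts in QHMM (mean ± SD, n = 3) to 174 ± 39.1 in STH (n = 3), with a log2 fold change of -1.70 (SE 0.23, FDR = 0.00626). FZD9 had a log2 fold change of -1.85 (SE 0.39, FDR = 0.0321). DKK2 and SFRP2, which encode secreted inhibitors of Wnt, had log2 fold changes of -3.20 (SE 0.58, FDR = 0.0193) and -2.53 (SE 0.44, FDR = 0.0166). CAMK2G had -1.29 (SE 0.24, FDR = 0.0193), and RUVBL1, with 1.17 (SE 0.27, FDR = 0.0438), was the only up-regulated gene of the 6. The 6 genes were chosen for naming after their values were seen.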

The Wnt signalling pathway plays an essential role in muscle growth and regeneration^39^, and a total of nineteen DEGs were identified in this research. Genetic studies have confirmed the function of several Wnt regulatory factors in skeletal muscle growth^40^, and the classical Wnt signalling pathway can induce the proliferation of satellite cells in the process of skeletal muscle regeneration process^41^. The FoxO signalling pathway plays a role in the regulation of skeletal muscle type differentiation^42^. We identified a total of nineteen FoxO signalling-related DEGs, among these DEGs, the *FoxO1* gene negatively regulates the II type muscle fibre by greatly increasing the expression level of the MyoD gene^43^,^44^. 

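edgeR called 8 of the 19 genes that Supplementary Table S10 lists for the FoxO signalling pathway, 7 of them up-regulated in STH. FOXO1 rose from 205 ± 65.2 normalized counts in QHMM (mean ± SD, n = 3) to 1731 ± 718 in STH (n = 3), with a log2 fold change of 3.08 (SE 0.37, FDR = 0.00450), and lay between 2.76 and 3.35 with 1 library left out. FOXO3 had a log2 fold change of 2.18 (SE 0.34, FDR = 0.0114), and GADD45G of 4.54 (SE 0.50, FDR = 0.00321), the largest of the 19. BNIP3, GABARAPL1 and IGFR1 had log2 fold changes of 1.44, 1.49 and 1.20, and CDKN1A was called as well. FOXO6 was the only called gene that fell, with -2.79 (SE 0.47, FDR = 0.0141). BNIP3, GABARAPL1, IGFR1 and FOXO6 were chosen for naming after their values were seen. All 19 had the direction of the paper and an FDR below 0.05 when adjusted over the 19 alone, and as DEGs of the paper on these counts they show no stability by it.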

The DEGs, which were identified from the pathways mentioned above, are shown in Supplementary Table S10. These DEGs might be key genes; therefore, these pathways and DEGs should be investigated in detail for their association with the regulation of muscle growth and development.

After the GO and pathway analyses, we attempted to find the interactions between DEGs using gene-act-network and co-expression analysis. In the gene-act-network, we observed that *MYH6, MYL2, MYL6B, MYLK3, ITGA7, GPX1* and *PPP3CB* (Table 3) were also in the network and these DEGs were up-regulated in QHMM. Moreover, we found that *MYL2* and *MYL6B* were activated by *MYLK3*, and that *MYH6* and *MYL2* had a binding interaction. 

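Of the genes in that network that are not myosins or MYLK3, ITGA7 fell from 4326 ± 578 normalized counts in QHMM (mean ± SD, n = 3) to 1165 ± 367 in STH (n = 3), with a log2 fold change of -1.89 (SE 0.29, FDR = 0.0109), and was called with any 1 library left out. GPX1 fell from 1535 ± 133 to 772 ± 271, with -0.99 (SE 0.26, FDR = 0.0683). PPP3CB fell from 1983 ± 349.7 to 1132 ± 193, with -0.81 (SE 0.24, FDR = 0.0913). Neither GPX1 nor PPP3CB was past the FDR threshold with edgeR, and both were with DESeq2.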

*PRKACA* and *PAK1* were associated with *MYLK3. ITGA7* was activated by *SPP1* and *COL11A2* and bound with *ACTN2* and *PIK3R2*. 

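COL11A2 fell from 43.9 ± 27.0 normalized counts in QHMM (mean ± SD, n = 3) to 7.02 ± 1.41 in STH (n = 3), with a log2 fold change of -2.65 (SE 0.54, FDR = 0.0292). SPP1 did not pass the filter for low counts. It had 8.93, 0 and 0 normalized counts in QHMM replicates 1, 2 and 3 and 6.60, 428 and 314 in STH, so STH replicate 1 lay within the range of QHMM. ACTN2 had a log2 fold change of 0.70 (SE 0.25, FDR = 0.156), PIK3R2 of -0.68 (SE 0.27, FDR = 0.201), PAK1 of -0.73 (SE 0.25, FDR = 0.142) and PRKACA of -0.59 (SE 0.24, FDR = 0.206). edgeR called none of these 4 genes, although their breeds did not overlap and all had an unadjusted p-value below 0.05. The EBSeq model called all 4 but not COL11A2, and DESeq2 called ACTN2 alone of the 4.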

*GPX1*was compounded by *MGST3*. 

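CDC26 fell from 78.0 ± 2.64 normalized counts in QHMM (mean ± SD, n = 3) to 44.8 ± 15.6 in STH (n = 3), and NFATC1 from 228 ± 52.8 to 140.4 ± 20.2. Their log2 fold changes were -0.81 (SE 0.31, FDR = 0.186) and -0.70 (SE 0.26, FDR = 0.166) from edgeR's test. The EBSeq model called CDC26, and no setting called NFATC1. The links between genes in the gene-act-network come from the KEGG database, and the counts hold no measurement of activation or binding.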

*PPP3CB* activated *PIK3R2*, *CDC26* and *NFATC1*. Based on these subnetworks, we are in a good position to investigate the signal transduction processes involving these DEGs and identify more key genes. Further research into the molecular regulation mechanism will be performed using the gene-act-network. Co-expression networks of DEGs are increasingly used to explore the system-level functionality of genes^45^. Based on the k-core value, we identified several core regulatory genes through the gene co-expression-network analysis. Interestingly, we also identified *MYH6, MYL2, MYL6B, MYLK3, NEO1*, *OMYHCS, PPP3CB* and *GPX1*, which are mentioned in Table 3 and are also in the co-expression-network. From the subnetworks, we identified many co-expressed DEGs. 

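Within QHMM, each gene has 3 values, which are given without a correlation. MYH6 had 15759, 11208 and 11571 normalized counts in QHMM replicates 1, 2 and 3, where ALDH2 had 15742, 15966 and 13963, CACNB1 had 4214, 3969 and 3588, LOC100037702 had 121, 98.3 and 95.4 and LOC101121811 had 305, 219 and 221. Next to MYL6B, which was lowest in replicate 2 and highest in replicate 3, BDH1 had 68.7, 31.6 and 80.2 and INSR had 454, 397 and 486. NEO1 had 420.5, 313 and 441. MYH7B had 1681, 1204 and 1729, PRKAG3 had 1168, 904 and 1214 and PTPLA had 479, 403 and 501, all lowest in replicate 2 like NEO1 and MYL2. LOC101107037, with 30.4, 49.2 and 27.4, and LOC443301, with 1172, 1471 and 1136, were highest in replicate 2.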

For example, in the QHMM co-expression-network, *MYH6* was positively co-expressed with *ALDH2, CACNB1, LOC100037702* and *LOC101121811*; *MYL6B* was positively co-expressed with *BDH1*and *INSR*; and *NEO1* was positively co-expressed with *MYH7B, MYL2, PRKAG3, PTPLA* and negatively co-expressed with *LOC101107037* and *LOC443301*. There are many similar subnetworks in co-expression network. Cells, as ordered units, play important roles in the organization of organs, as well living organisms, through the interaction of many elements (DNA, RNA, protein and small molecules). In a cell, genes that are associated with the same trait tend to have correlated expression patterns, including positive correlation and negative correlation^46^. Therefore, the results of this study will allow us to predict the function of new genes and to explore candidate genes that might play a role in muscle growth and development process in sheep.

Finally, we validated the RNA-seq results using qRT-PCR to measure the expression of nine DEGs (*CBS, CCND, HMOX1, ZBTB16, MGST3, SCARB1, SMAD3, NMNAT3* and *SDHC*), which showed that our findings were reliable. 

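HMOX1, which encodes heme oxygenase 1, had 194, 116 and 74.1 normalized counts in QHMM replicates 1, 2 and 3 and 763, 1584 and 1143 in STH. The means were 128 ± 60.7 (SD, n = 3) and 1163 ± 411 (SD, n = 3). Its log2 fold change of 3.18 (SE 0.39, FDR = 0.00450) ranked 23rd of the 203 up-regulated genes by size. It stayed between 2.88 and 3.59 with 1 library left out and was called in all 6 of these fits.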

We also found that the DEG *HMOX1* was very highly up-regulated in STH sheep in both qRT-PCR and RNA-seq analyses. Previously, *HMOX1* was shown to be involved in the regulation of disease^47^,^48^,^49^ and cardiorespiratory function^50^, but few reports have described its role in muscle growth and development. The GO analysis of our present study identified *HMOX1* as a negative regulator of smooth muscle cell proliferation and cell proliferation. However, more in-depth study of *HMOX1* is required to clarify its functions in muscle growth and development.

## Conclusion

In summary, we established the transcriptome profiles of the longissimus muscle from two sheep breeds (QHMM and STH, which have different meat performance) using RNA-Seq. Subsequent bioinformatic analyses suggested that some DEGS, such as *MRFs, GXP1* and *STAC*, and pathways such as metabolic pathways, the TCA cycle, and the glycolysis/gluconeogenesis pathway, are indispensable for the process of muscle growth and development. This genome-wide transcriptome analysis of QHMM and STH muscle is reported for the first time, and suggests a role for transcriptome analysis in promoting muscle growth and meat performance in sheep. 

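STAC3 fell from 5079.6 ± 599 normalized counts in QHMM (mean ± SD, n = 3) to 2593 ± 1082 in STH (n = 3), with a log2 fold change of -0.97 (SE 0.32, FDR = 0.124), and no fit with 1 library left out called it, while DESeq2 did. Of the 30 genes of Table 3, 6 to 15 were called when 1 library was left out. From the expression difference between the breeds, the paper selects genes by the GO terms and pathways enriched among its DEGs and by their place in the networks. It also draws on earlier studies that it cites for some of these genes and pathways. On these grounds it proposes that MRFs, GPX1, STAC3 and pathways such as the TCA cycle and glycolysis are required for muscle growth and development.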

We also present the gene-act-network and co-expression network closely related to muscle growth and development. However, our study is limited by the fact that functional verification is difficult to perform in sheep because no sheep knockout phenotypes have been established thus far. We will attempt to establish such knockout phenotypes in a further study.

## Materials and Methods

### Ethics statement

All methods were carried out in accordance with relevant guidelines set by the Ministry of Agriculture of the People's Republic of China. All experimental protocols were approved by the Jilin Laboratory Animal Specialized Committee.

### Animal sample preparation

QHMM sheep and STH sheep were obtained from Jilin Qian’an Zhihua Sheep Breeding Co. Ltd (Qian’an, China). All the experimental sheep were raised under the same environment with natural light and free access to food and water. Thirty adult individuals (females, aged 1 year) within each breed were randomly selected for this study; these animals were sacrificed for carcass and meat quality analyses. Three animals within each breed were selected to obtain the longissimus dorsi muscles samples, and all the samples were immediately snap-frozen in liquid nitrogen for total RNA extraction.

### Carcass and meat quality analyses

The animal’s live weight after fasting for 24 h was measured before slaughter. After slaughter, traits including the carcass weight, loin eye muscle area, slaughter percentage and net meat percentage were measured and calculated. The longissimus muscle was removed to determine the meat quality. Muscle shear force was measured using a C-LM3B muscle shear force measuring instrument (Tenovo, China). The water loss rate and cooking percentage were defined by pressure and cooking methods. Muscle pH was measured at 45 min and 24 h post mortem in the longissimus muscle (between the 12th and 13th rib) using a PB-10 portable pH-meter.

### Construction of the mRNA library and sequencing

Total RNA was extracted from each muscle tissue sample using the TRIzol Reagent (Life technologies, USA), according to the manufacturer’s instructions. The concentration and quality of RNA were measured using NanoDrop 2000 (Thermo scientific, USA) and Agilent 2200 (Agilent, USA) instruments. The sequencing library of each RNA sample was prepared using an Ion Total RNA-seq Kit v2 (Life technologies, USA), according to the manufacturer’s instructions. Briefly, poly(A)-containing mRNA was purified using Dynabeads (Life technologies, USA) and fractionated into short fragments using RNase III and an Ion adaptor. The RNA fragments were reverse-transcribed and amplified to form double-stranded cDNA. Emulsion PCR was performed using the cDNA library as the template. RNA-Seq was conducted on an ABI Ion Proton instrument by NovelBio Bio-Pharm Technology Co. Ltd (Shanghai, China).

### MRNA expression data analysis

The raw RNA-seq reads were filtered and the clean reads were mapped to the Oar 3.1version of the sheep genome sequence. Only the unique mapped reads were used for gene expression analysis. The RPKM value was used to calculate gene expression, and the upper-quartile algorithm was used to correct the gene expression, which could produce accurate results for some genes in low abundance. To identify DEGs, the EBSeq algorithm was used and FDR was calculated to correct the *P*-value. If the |log_2_^FoldChange^| was >0.585 and FDR was < 0.05, then these genes were considered as differentially expressed.

### GO and KEGG pathway analyses

GO analysis was used to analyse the main function of the DEGs according to their Gene Ontology (http://geneontology.org/), which is the key functional classification at NCBI^51^ (http://www.ncbi.nlm.nih.gov/). The DEGs were annotated from the three main categories of biological process, molecular function and cellular component. Generally, Fisher’s exact test and the χ2 test were used to classify the GO categories, the *P*-value was computed for the GO terms. The significant GO terms of DEGs were defined as having a *P* -value <0.05.

Pathway analysis was used to identify the significant pathway involving the DEGs by pathway annotations using KEGG^52^ (http://www.genome.jp/kegg/). Fisher’s exact test was used to find the significant enrichment pathway. The significantly enriched pathways for DEGs were defined as having a *P* -value <0.05. To further reveal the interaction among the significant enriched pathways based on the KEGG database (including the metabolism, membrane transport, signal transduction, and cell cycle pathways), a pathway-act-network was constructed using the Cytoscape software to establish a graphical representation of the pathway^53^.

### Gene-act-network and co-expression-network analysis

The gene-act-network, which reflected the relationship between DEGs, was built using Cytoscape software^53^, according to the connections among the genes, proteins and com,pounds from the KEGG database^54^,^55^. The co-expression-network was constructed according to the normalized signal intensity of DEGs that were selected from significant GO terms and pathways. For each pair of genes, Pearson’s correlation coefficient was calculated and significant correlated pairs (FDR<0.05) were chosen to establish the network^56^. Within the co-expression-network, to locate the key regulatory genes, k-cores were introduced to simplify the graph topology analysis. A k-core of a network is a subnetwork in which all nodes are connected to at least k other genes in the subnetwork^57^,^58^. The greater the value of k-core, the stronger the co-expression of the DEGs^59^.

### Validation of RNA-Seq data by qRT-PCR

To validate the reliability of the RNA-Seq data, qRT-PCR was conducted. Nine DEGs (*CBS, CCND, HMOX1, ZBTB16, MGST3, SCARB1, SMAD3, NMNAT3*, and *SDHC*) were randomly selected. First, total RNA was extracted from each muscle sample using the TRIzol Reagent (Life technologies, USA). CDNA was then synthesized using a ReverTra Ace qPCR RT Kit (FSQ-101, TOYOBO, Japan) from 1 μg of the same total RNA samples; β-actin gene was used as reference house-keeping gene, SYBR Green Realtime PCR Master Mix (QPK-201, TOYOBO, Japan) was used to perform the qPCR reactions in a Bio-Rad CFX96 system, with a 20-μL reaction system comprising 10 μL of SYBR Green Realtime PCR Master Mix, 0.8 μL of each of the forward and reverse primers (200 μM), 2 μL of cDNA and 6.4 μL of distilled water. The qRT-PCR program was 95 °C for 60 s; followed by 40 cycles of 95 °C for 15 s, 60 °C for 15 s, and 72 °C for 45 s; and ended with a final stage of melting curve analysis.

The descriptions of genes, which were mentioned above, were shown in Supplementary Table S11.

## Additional Information

Accession codes: The raw sequence and processed data have been submitted to the Gene Expression Omnibus database (GEO dataset). The accession number is GSE84964.

**How to cite this article**: Sun, L. *et al*. Comparative transcriptome profiling of longissimus muscle tissues from Qianhua Mutton Merino and Small Tail Han sheep. *Sci. Rep*. **6**, 33586; doi: 10.1038/srep33586 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
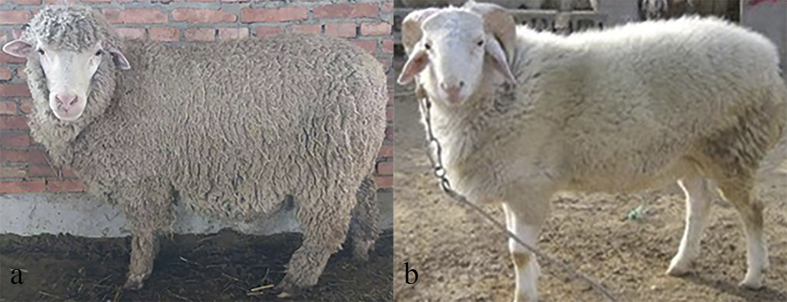
The QHMM sheep and the STH sheep. (**a**) QHMM sheep; (**b**) STH sheep.

**Figure 2:**
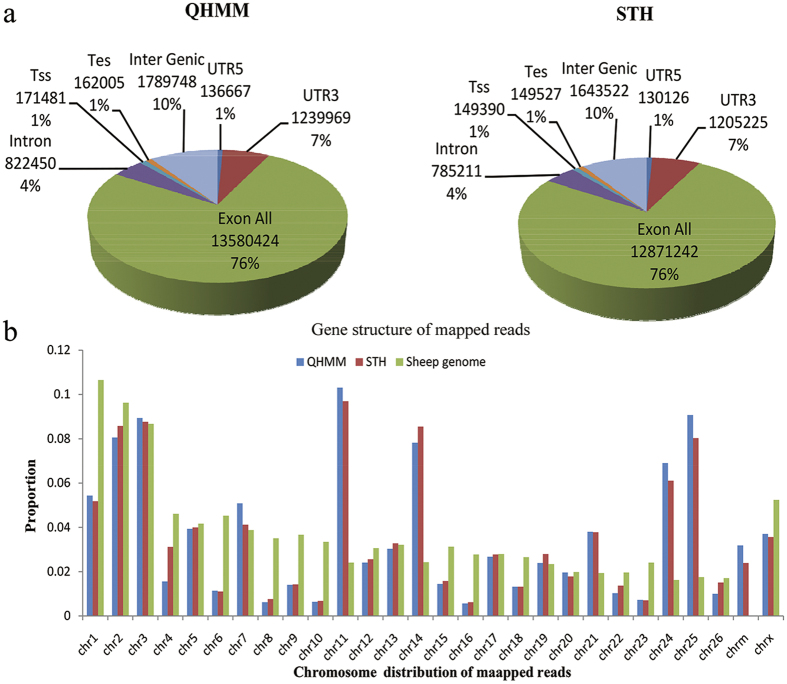
Gene structure and distribution on the chromosome analysis of mapped reads in QHMM and STH sheep. (**a**) Gene structure of mapped reads; (**b**) Chromosome distribution of mapped reads.

**Figure 3:**
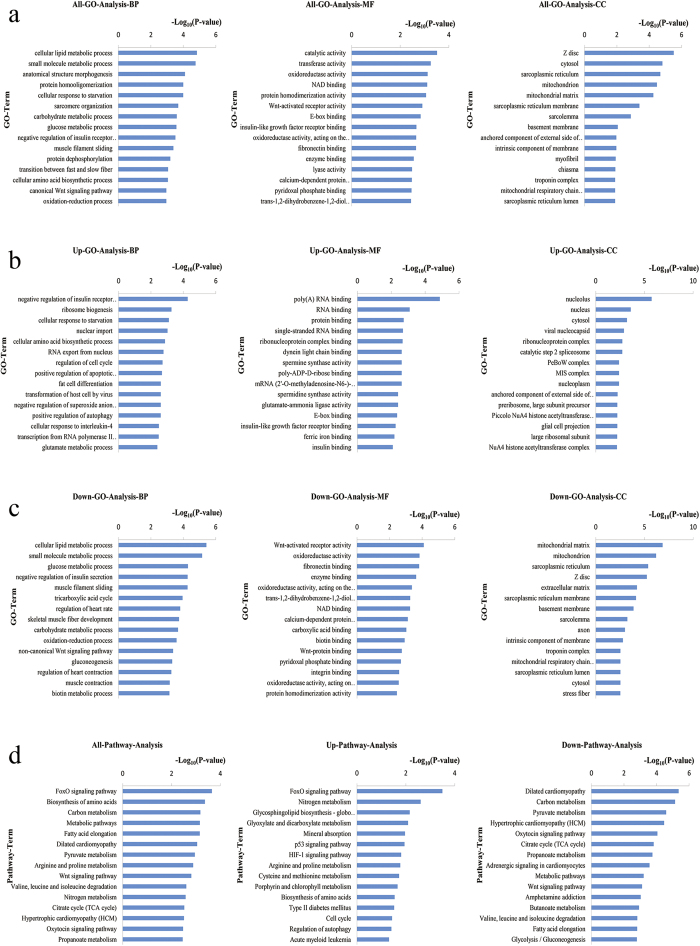
The top 15 significant GO terms and pathways of the DEGs (STH vs. QHMM; *P* < 0.05). (**a**) Significant GO terms for all DEGs; (**b**) Significant GO terms for up-regulated DEGs; (**c**) Significant GO terms for down-regulated DEGs; (**d**) Significant pathways.

**Figure 4:**
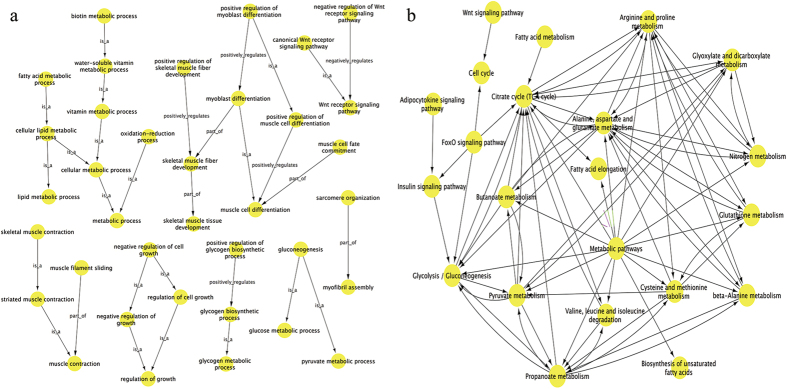
GO-trees and pathway-act-network analysis of DEGs. (**a**) GO-trees analysis of DEGs; (**b**) Pathway-act-network analysis of DEGs. The arrow between two nodes represents an interaction target between GO-terms or pathways.

**Figure 5:**
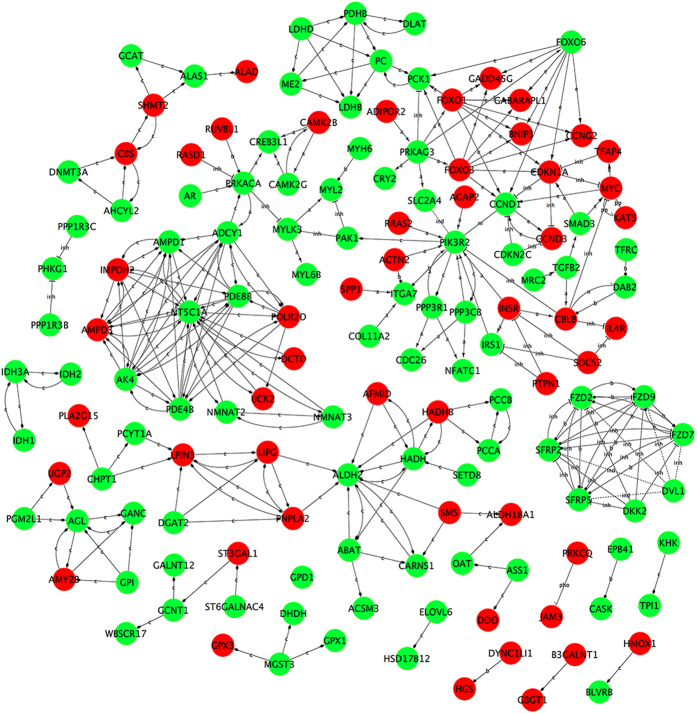
Gene-act-network analysis of DEGs. Red nodes represent the up-regulated mRNAs while green nodes represent the down-regulated mRNAs. (a: activation; b: binding/ association; c: compound; (e: expression; ind: indirect effect; inh: inhibition; m: missing interaction; pho: phosphorylation; u: ubiquitination).

**Figure 6:**
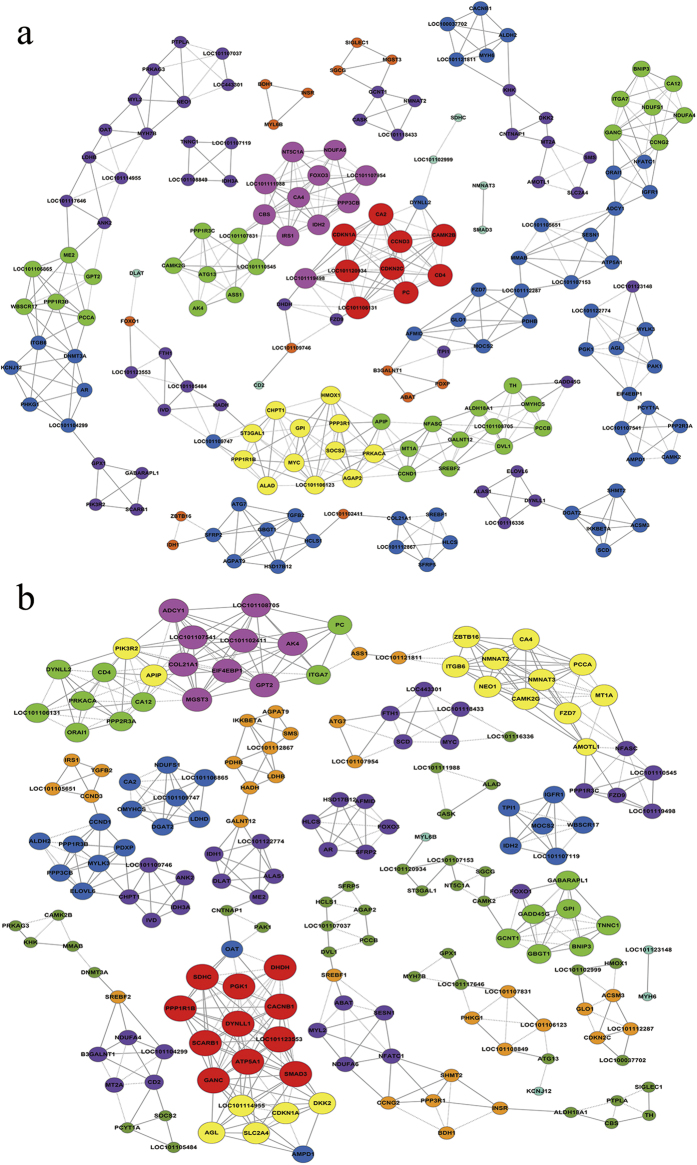
Co-expression-network analysis of DEGs for QHMM and STH. (**a**) Co-expression-network analysis of DEGs for QHMM. (**b**) Co-expression-network analysis of DEGs for STH. The solid lines represent the positive correlation while the dotted lines represent the negative correlation. The same color node represent the same tendency of gene expression, the node size represents the co-expression ability of gene, the greater the node size, the greater the k-core value.

**Figure 7:**
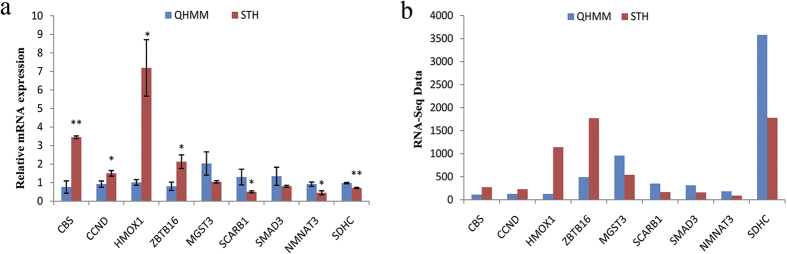
Real time PCR validation of DEGs in QHMM and STH, (**a**) RT-PCR analysis of 9 DEGs, the values were calculated by the 2^−ΔΔCt^ method, *P < 0.05, **P < 0.01. (**b**) RNA-seq data, the values were calculated and normalized by EBSeq algorithm, the fold changes were more than 1.5 and FDR < 0.05.

**Table 1:** Carcass and meat quality traits in the QHMM and STH.

Traits	Definitions of traits	QHMM (n = 30)	STH (n = 30)
Live weight (Kg)	Live weight before slaughter (fasting 24h)	55.33 ± 1.36^*^	45.15 ± 4.15
Carcass weight (Kg)	Body weight removing the head, tail, limbs, internal organs and other parts of the weight after slaughter	27.38 ± 0.84^**^	17.27 ± 0.84
Slaughter percentage (%)	Carcass weight/Live weight ratio	50.08 ± 1.73^**^	38.33 ± 1.92
Net meat percentage (%)	Net meat weight/ live weight ratio	39.40 ± 1.76^*^	31.35 ± 1.88
Loin eye muscle area (cm^2^)	Area of longissimus dorsiat 12th/13th rib	18.85 ± 1.52^*^	15.39 ± 1.05
Tenderness (N)	Shear force of longissimus dorsiat	32.08 ± 1.34	47.77 ± 1.52^**^
Water loss rate (%)	% of weight loss of longissimus dorsiat determinated by pressure method	6.23 ± 1.06	14.11 ± 0.93^**^
Cooking percentage (%)	longissimus dorsiat determinated by cooking / longissimus dorsiat weight ratio	62.38 ± 3.05^**^	45.03 ± 1.35
pH_1_	pH value in longissimus dorsiat 45 min post mortem	6.13 ± 0.09	6.23 ± 0.07
pH_24_	pH value in longissimus dorsiat 24 h post mortem	5.44 ± 0.14	5.72 ± 0.04^*^

**P < 0.01 and *P < 0.05.

**Table 2:** Reads mapping summary.

Statistics	QHMM A1	QHMM A2	QHMM A3	STH B1	STH B2	STH B3
All reads	18,752,596	17,482,106	16,488,130	17,458,226	14,790,361	17,408,297
Un Mapped reads	1,415,576	1,531,813	1,302,393	1,334,282	1,156,221	1,371,310
Mapped reads	17,337,020	15,950,293	15,185,737	16,123,944	13,634,140	16,036,987
Mapped Rate	0.925	0.912	0.921	0.924	0.922	0.921
Unique Mapped reads	16,437,180	14,905,935	14,372,858	15,292,633	12,779,250	15,237,071
Unique Mapped Rate	0.877	0.853	0.872	0.876	0.864	0.875
Repeat Mapped reads	899,853	1,044,371	812,891	831,323	854,906	799,930
Junction All Mapped reads	7,829,834	6,856,974	6,700,137	6,846,232	5,638,984	7,226,780
Junction Unique Mapped reads	7,826,739	6,854,001	6,697,036	6,843,592	5,636,750	7,223,760

**Table 3:** Differential mRNAs associated with muscle growth and development process by GO analysis.

Gene symbol	Description	QHMM (normalized counts)	STH (normalized counts)	Log2^FoldChange^	FDR	Style (STH vs.QHMM)	Enriched biological process
BCL9L	B-cell CLL/lymphoma 9-like protein	364.4	156.2	−1.2	5.16E-03	down	7
BTG1	Protein BTG1	670.5	3228.5	2.3	9.08E-05	up	4,10
CASQ1	Calsequestrin	45168.0	17353.3	−1.4	5.41E-04	down	1,8
CASQ2	Calsequestrin	620.4	248.1	−1.3	1.90E-02	down	8
CDH15	Cadherin-15	122.5	263.7	1.1	1.66E-03	up	5
CITED2	Cbp/p300-interacting transactivator with Glu/Asp-rich carboxy-terminal domain 2	155.9	289.7	0.9	2.54E-02	up	7
CSRP3	cDNA, FLJ93801, Homo sapiens cysteine and glycine-rich protein 3 (cardiac LIMprotein) (CSRP3), mRNA	4896.3	18425.4	2.0	4.61E-02	up	1,9
FHOD3	FH1/FH2 domain-containing protein 3	502.7	172.0	−1.5	0	down	8,9
FOXP1	cDNA FLJ58267, highly similar to Forkhead box protein P1	233.3	382.1	0.7	2.45E-02	up	1,8
GPX1	Glutathione peroxidase	1529.1	761.9	−1.0	1.22E-06	down	3
HEYL	cDNA FLJ52278, highly similar to Homo sapiens hairy/enhancer-of-split related with YRPW motif-like (HEYL), mRNA	310.0	186.4	−0.7	7.27E-05	down	7
HLF	Hepatic leukemia factor	76.3	31.7	−1.3	1.02E-04	down	7
ITGA7	cDNA FLJ12486 fis, clone NT2RM2000566, highly similar to Integrin alpha-7	4307.8	1157.3	−1.9	0	down	1
KIAA1161	KIAA1161 ortholog	661.6	214.7	−1.6	1.19E-06	down	3
LMOD2	cDNA FLJ50049, highly similar to Mus musculus leiomodin 2 (cardiac) (Lmod2), mRNA	5623.4	12507.3	1.2	1.18E-08	up	9
MAFF	Transcription factor MafF	73.1	239.3	1.7	1.89E-03	up	7
MYF6	Myogenic factor 6	1688.6	4474.1	1.4	0	up	1,2,4,6,7,8,10
MYH6	myosin, heavy chain 6, cardiac muscle, alpha	12787.7	4502.7	−1.5	1.17E-10	down	8,9
MYL2	Myosin light chain 2	63933.5	23309.3	−1.5	7.13E-12	down	9
MYL6B	myosin, light chain 6B, alkali, smooth muscle and non-muscle	12018.3	1654.6	−2.9	3.77E-02	down	1
MYLK3	Myosin light chain kinase 3	265.8	94.1	−1.5	6.03E-06	down	8,9
MYOD1	Myoblast determination protein 1	232.5	37.5	−2.6	3.46E-06	down	1,2,3,4,6,7,8,10
MYOG	Myogenin	501.8	148.6	−1.8	2.41E-04	down	1,2,3,4,6,7,8,10
NEO1	Neogenin homolog 1 (Chicken), isoform CRA_a	390.1	178.1	−1.1	2.90E-06	down	5
OMYHCS	Myosin heavy chain slow	225230.0	88659.7	−1.3	3.66E-14	down	8,9
PPP3CB	Serine/threonine-protein phosphatase	1978.0	1122.0	−0.8	3.85E-02	down	3
RXRG	Retinoic acid receptor RXR-gamma	1104.1	273.7	−2.0	2.89E-06	down	1
SETD3	SET domain containing 3, isoform CRA_a	1297.1	719.0	−0.9	1.02E-04	down	5
STAC3	SH3 and cysteine rich domain 3, isoform CRA_a	5060.1	2569.4	−1.0	4.65E-03	down	3
XIRP1	xin actin-binding repeat containing 1	7518.7	37631.7	2.3	1.11E-06	up	8

Enriched biological process: 1. skeletal muscle tissue development; 2. positive regulation of skeletal muscle fiber development; 3. skeletal muscle fiber development; 4. positive regulation of myoblast differentiation; 5. positive regulation of muscle cell differentiation; 6. muscle cell fate commitment; 7. muscle cell differentiation; 8. sarcomere organization; 9. myofibril assemly; 10. myoblast differentiation.

## References

[b1] HobertO. Gene regulation by transcription factors and microRNAs. Science 319, 1785–1786, doi: 10.1126/science.1151651 (2008).18369135

[b2] ChenK. & RajewskyN. The evolution of gene regulation by transcription factors and microRNAs. Nat Rev Genet 8, 93–103, doi: 10.1038/nrg1990 (2007).17230196

[b3] LevineM. & TjianR. Transcription regulation and animal diversity. Nature 424, 147–151, doi: 10.1038/nature01763 (2003).12853946

[b4] CostaV., AngeliniC., De FeisI. & CiccodicolaA. Uncovering the complexity of transcriptomes with RNA-Seq. J Biomed Biotechnol 2010, 853916, doi: 10.1155/2010/853916 (2010).20625424PMC2896904

[b5] Bryson-RichardsonR. J. & CurrieP. D. The genetics of vertebrate myogenesis. Nat Rev Genet 9, 632–646, doi: 10.1038/nrg2369 (2008).18636072

[b6] GentJ., Van Den EijndenM., Van KerkhofP. & StrousG. J. Dimerization and signal transduction of the growth hormone receptor. Mol Endocrinol 17, 967–975, doi: 10.1210/me.2002-0261 (2003).12576487

[b7] DuanC., RenH. & GaoS. Insulin-like growth factors (IGFs), IGF receptors, and IGF-binding proteins: roles in skeletal muscle growth and differentiation. Gen Comp Endocrinol 167, 344–351, doi: 10.1016/j.ygcen.2010.04.009 (2010).20403355

[b8] MavalliM. D. . Distinct growth hormone receptor signaling modes regulate skeletal muscle development and insulin sensitivity in mice. J Clin Invest 120, 4007–4020, doi: 10.1172/JCI42447 (2010).20921627PMC2964973

[b9] LangleyB. . Myostatin inhibits myoblast differentiation by down-regulating MyoD expression. J Biol Chem 277, 49831–49840, doi: 10.1074/jbc.M204291200 (2002).12244043

[b10] AbeS. . Expression of myostatin and follistatin in Mdx mice, an animal model for muscular dystrophy. Zoolog Sci 26, 315–320, doi: 10.2108/zsj.26.315 (2009).19715499

[b11] MardisE. R. The impact of next-generation sequencing technology on genetics. Trends Genet 24, 133–141, doi: 10.1016/j.tig.2007.12.007 (2008).18262675PMC2680276

[b12] MutzK. O., HeilkenbrinkerA., LonneM., WalterJ. G. & StahlF. Transcriptome analysis using next-generation sequencing. Curr Opin Biotechnol 24, 22–30, doi: 10.1016/j.copbio.2012.09.004 (2013).23020966

[b13] CaiZ. . Transcriptomic analysis of hepatic responses to testosterone deficiency in miniature pigs fed a high-cholesterol diet. BMC Genomics 16, 59, doi: 10.1186/s12864-015-1283-0 (2015).25887406PMC4328429

[b14] GaoY. . ACTN4 and the pathways associated with cell motility and adhesion contribute to the process of lung cancer metastasis to the brain. BMC Cancer 15, 277, doi: 10.1186/s12885-015-1295-9 (2015).25885339PMC4409712

[b15] OuyangY., PanJ., TaiQ., JuJ. & WangH. Transcriptomic changes associated with DKK4 overexpression in pancreatic cancer cells detected by RNA-Seq. Tumour Biol, doi: 10.1007/s13277-015-4379-x (2016).26880586

[b16] Xulvi-BrunetR. & LiH. Co-expression networks: graph properties and topological comparisons. Bioinformatics 26, 205–214, doi: 10.1093/bioinformatics/btp632 (2010).19910304PMC2804297

[b17] LivakK. J. & SchmittgenT. D. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods 25, 402–408, doi: 10.1006/meth.2001.1262 (2001).11846609

[b18] AyusoM. . Comparative Analysis of Muscle Transcriptome between Pig Genotypes Identifies Genes and Regulatory Mechanisms Associated to Growth, Fatness and Metabolism. PLoS One 10, e0145162, doi: 10.1371/journal.pone.0145162 (2015).26695515PMC4687939

[b19] MyersS. A., WangS. C. & MuscatG. E. The chicken ovalbumin upstream promoter-transcription factors modulate genes and pathways involved in skeletal muscle cell metabolism. J Biol Chem 281, 24149–24160, doi: 10.1074/jbc.M601941200 (2006).16803904

[b20] WickramasingheS., CánovasA., RincónG. & MedranoJ. F. RNA-Sequencing: A tool to explore new frontiers in animal genetics. Livestock Science 166, 206–216, doi: 10.1016/j.livsci.2014.06.015 (2014).

[b21] MiaoX., LuoQ. & QinX. Genome-wide analysis reveals the differential regulations of mRNAs and miRNAs in Dorset and Small Tail Han sheep muscles. Gene 562, 188–196, doi: 10.1016/j.gene.2015.02.070 (2015).25732516

[b22] WadeC. . Characterization and Comparative Analyses of Muscle Transcriptomes in Dorper and Small-Tailed Han Sheep Using RNA-Seq Technique. PLoS ONE 8, e72686, doi: 10.1371/journal.pone.0072686 (2013).24023632PMC3758325

[b23] Ropka-MolikK., EckertR. & PiorkowskaK. The expression pattern of myogenic regulatory factors MyoD, Myf6 and Pax7 in postnatal porcine skeletal muscles. Gene Expr Patterns 11, 79–83, doi: 10.1016/j.gep.2010.09.005 (2011).20888930

[b24] YinH. . Myogenic regulatory factor (MRF) expression is affected by exercise in postnatal chicken skeletal muscles. Gene 561, 292–299, doi: 10.1016/j.gene.2015.02.044 (2015).25701607

[b25] ChargeS. B. & RudnickiM. A. Cellular and molecular regulation of muscle regeneration. Physiol Rev 84, 209–238, doi: 10.1152/physrev.00019.2003 (2004).14715915

[b26] BuckinghamM. & VincentS. D. Distinct and dynamic myogenic populations in the vertebrate embryo. Curr Opin Genet Dev 19, 444–453, doi: 10.1016/j.gde.2009.08.001 (2009).19762225

[b27] DedkovE. I., KostrominovaT. Y., BorisovA. B. & CarlsonB. M. MyoD and myogenin protein expression in skeletal muscles of senile rats. Cell Tissue Res 311, 401–416, doi: 10.1007/s00441-002-0686-9 (2003).12658448

[b28] SZZ. . The possible role of myosin light chain in myoblast proliferation. Biological Research 42, 121–132, doi: /S0716-97602009000100013 (2009).19621140

[b29] LeeS. . Glutathione-peroxidase-1 null muscle progenitor cells are globally defective. Free Radic Biol Med 41, 1174–1184, doi: 10.1016/j.freeradbiomed.2006.07.005 (2006).16962942

[b30] BowerN. I. . Stac3 is required for myotube formation and myogenic differentiation in vertebrate skeletal muscle. J Biol Chem 287, 43936–43949, doi: 10.1074/jbc.M112.361311 (2012).23076145PMC3527977

[b31] LiuG. . Molecular cloning, characterization and tissue specificity of the expression of the ovine CSRP2 and CSRP3 genes from Small-tail Han sheep (Ovis aries). Gene 580, 47–57, doi: 10.1016/j.gene.2016.01.021 (2016).26779824

[b32] XuX. . Porcine CSRP3: polymorphism and association analyses with meat quality traits and comparative analyses with CSRP1 and CSRP2. Mol Biol Rep 37, 451–459, doi: 10.1007/s11033-009-9632-1 (2010).19634002

[b33] KamaidA. & GiraldezF. Btg1 and Btg2 gene expression during early chick development. Dev Dyn 237, 2158–2169, doi: 10.1002/dvdy.21616 (2008).18651656

[b34] LiX. J., ZhouJ., LiuL. Q., QianK. & WangC. L. Identification of genes in longissimus dorsi muscle differentially expressed between Wannanhua and Yorkshire pigs using RNA-sequencing. Anim Genet 47, 324–333, doi: 10.1111/age.12421 (2016).27038141

[b35] KhanM. . Niacin supplementation induces type II to type I muscle fiber transition in skeletal muscle of sheep. Acta Veterinaria Scandinavica 55, 506–506, doi: 10.1186/1751-0147-55-85 (2013).PMC417675924267720

[b36] KhanM. . Niacin supplementation increases the number of oxidative type I fibers in skeletal muscle of growing pigs. Bmc Veterinary Research 9, 252–252., doi: 10.1186/1746-6148-9-177 (2013).24010567PMC3846775

[b37] ChoiY. M. & KimB. C. Muscle fiber characteristics, myofibrillar protein isoforms, and meat quality. Livestock Science 122, 105–118, doi: 10.1016/j.livsci.2008.08.015 (2009).

[b38] ChoeJ. H. . The relation between glycogen, lactate content and muscle fiber type composition, and their influence on postmortem glycolytic rate and pork quality. Meat Sci 80, 355–362, doi: 10.1016/j.meatsci.2007.12.019 (2008).22063340

[b39] KubotaTakuo & Toshimi Michigami & Ozono., K. Wnt signaling in bone and muscle. Bone 80, 60–66, doi: 10.1016/j.bone.2015.02.009 (2015).26453496PMC4600531

[b40] van AmerongenR. & BernsA. Knockout mouse models to study Wnt signal transduction. Trends Genet 22, 678–689, doi: 10.1016/j.tig.2006.10.001 (2006).17045694

[b41] OttoA. . Canonical Wnt signalling induces satellite-cell proliferation during adult skeletal muscle regeneration. J Cell Sci 121, 2939–2950, doi: 10.1242/jcs.026534 (2008).18697834

[b42] YuanY., ShiX. E., LiuY. G. & YangG. S. FoxO1 regulates muscle fiber-type specification and inhibits calcineurin signaling during C2C12 myoblast differentiation. Mol Cell Biochem 348, 77–87, doi: 10.1007/s11010-010-0640-1 (2011).21080037

[b43] KitamuraT. . A Foxo/Notch pathway controls myogenic differentiation and fiber type specification. J Clin Invest 117, 2477–2485, doi: 10.1172/JCI32054 (2007).17717603PMC1950461

[b44] LiuC. M. . Effect of RNA oligonucleotide targeting Foxo-1 on muscle growth in normal and cancer cachexia mice. Cancer Gene Ther 14, 945–952, doi: 10.1038/sj.cgt.7701091 (2007).17885675

[b45] ZhangB. & HorvathS. A general framework for weighted gene co-expression network analysis. Stat Appl Genet Mol Biol 4, Article17, doi: 10.2202/1544-6115.1128 (2005).16646834

[b46] ArkinA. P. & SchafferD. V. Network news: innovations in 21st century systems biology. Cell 144, 844–849, doi: 10.1016/j.cell.2011.03.008 (2011).21414475

[b47] ZagorskiJ., MarchickM. R. & KlineJ. A. Rapid clearance of circulating haptoglobin from plasma during acute pulmonary embolism in rats results in HMOX1 up-regulation in peripheral blood leukocytes. J Thromb Haemost 8, 389–396, doi: 10.1111/j.1538-7836.2009.03704.x (2010).19943874

[b48] YimM. S. . HMOX1 is an important prognostic indicator of nonmuscle invasive bladder cancer recurrence and progression. J Urol 185, 701–705, doi: 10.1016/j.juro.2010.09.081 (2011).21168882

[b49] VasavdaN. . The linear effects of alpha-thalassaemia, the UGT1A1 and HMOX1 polymorphisms on cholelithiasis in sickle cell disease. Br J Haematol 138, 263-270, doi:10.1111/j.1365-2141.2007.06643.x (2007).10.1111/j.1365-2141.2007.06643.x17593033

[b50] LlanosA. J. . The heme oxygenase-carbon monoxide system in the regulation of cardiorespiratory function at high altitude. Respir Physiol Neurobiol 184, 186–191, doi: 10.1016/j.resp.2012.05.003 (2012).22595369

[b51] AshburnerM. . Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet 25, 25–29, doi: 10.1038/75556 (2000).10802651PMC3037419

[b52] DraghiciS. . A systems biology approach for pathway level analysis. Genome Res 17, 1537–1545, doi: 10.1101/gr.6202607 (2007).17785539PMC1987343

[b53] PS. . Cytoscape: A Software Environment for Integrated Models of Biomolecular Interaction Networks. Genome Res 13, 2498–2504, doi: 10.1101/gr.1239303. (2003).14597658PMC403769

[b54] BinderH. & SchumacherM. Comment on ‘Network-constrained regularization and variable selection for analysis of genomic data’. Bioinformatics 24, 2566–2568; author reply 2569, doi: 10.1093/bioinformatics/btn412 (2008).18682424

[b55] WangM. . LegumeGRN: a gene regulatory network prediction server for functional and comparative studies. PLoS One 8, e67434, doi: 10.1371/journal.pone.0067434 (2013).23844010PMC3701055

[b56] PrietoC., RisuenoA., FontanilloC. & De las RivasJ. Human gene coexpression landscape: confident network derived from tissue transcriptomic profiles. PLoS One 3, e3911, doi: 10.1371/journal.pone.0003911 (2008).19081792PMC2597745

[b57] RavaszE., SomeraA. L., MongruD. A., OltvaiZ. N. & BarabásiA. L. Hierarchical organization of modularity in metabolic networks. Science 297, 1551–1555 (2002).1220283010.1126/science.1073374

[b58] BarabasiA. L. & OltvaiZ. N. Network biology: understanding the cell's functional organization. Nat Rev Genet 5, 101–113, doi: 10.1038/nrg1272 (2004).14735121

[b59] ChenF. . Genes related to the very early stage of ConA-induced fulminant hepatitis: a gene-chip-based study in a mouse model. BMC Genomics 11, 240, doi: 10.1186/1471-2164-11-240 (2010).20398290PMC2867829

# Supplementary material for: Comparative transcriptome profiling of longissimus muscle tissues from Qianhua Mutton Merino and Small Tail Han sheep
**Source:** Sci Rep. 2016 Sep 20;6:33586. doi: 10.1038/srep33586
**Supplement:** Supplementary Information

## **Supplementary Information**

### **Comparative transcriptome profiling of longissimus muscle tissues from Qianhua Mutton Merino and Small Tail Han sheep**

Limin Sun, Man Bai, Lujie Xiang, Guishan Zhang, Wei Ma, Huaizhi Jiang\*

Supplementary Figures

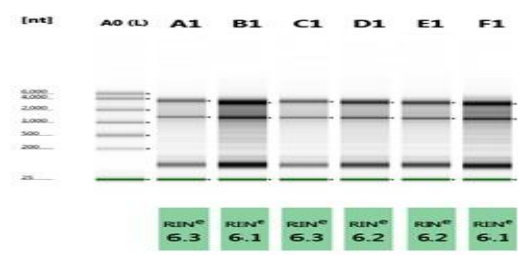

Figure S1. Gel Electrophoresis of extracted RNA samples

Figure S2. RIN and other quality information of RNA samples,

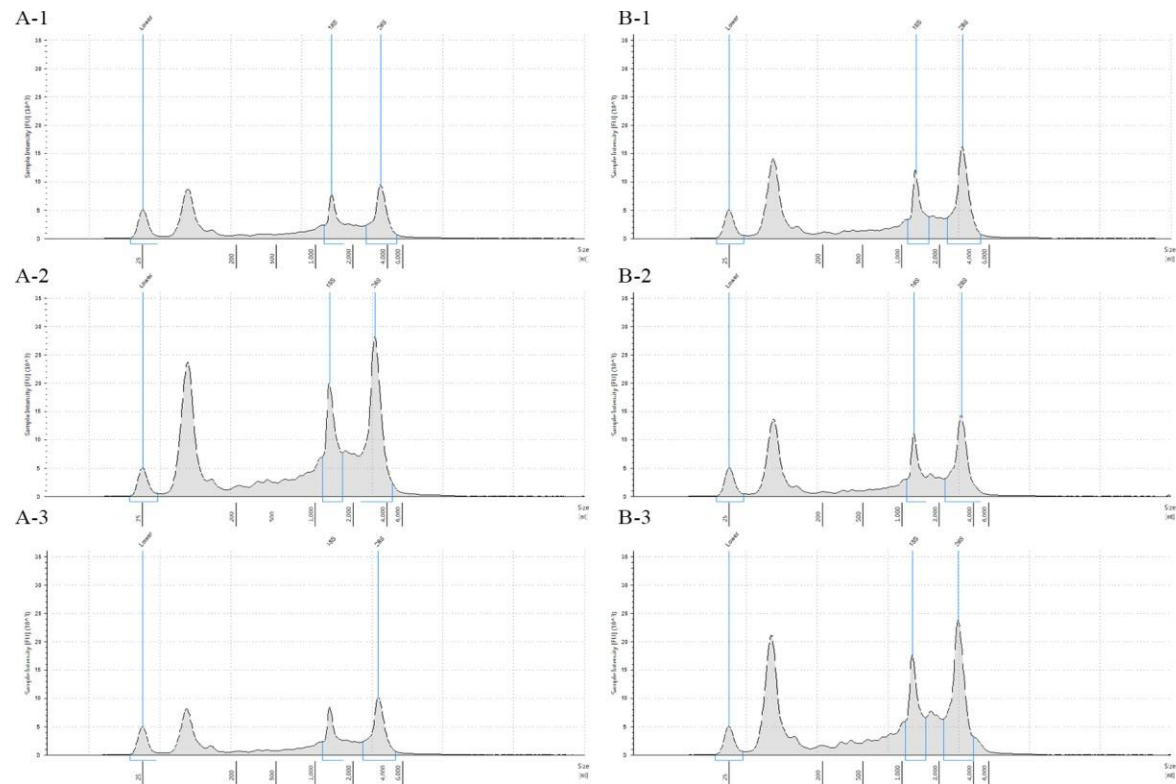

Figure S3. Agilent Bioanalyzer Electropherograms from six RNA samples

Supplementary Tables

Table S1: The DEGs between STH and QHMM (STH VS QHMM)

**Table S2: GO-analysis of all DEGs (STH vs QHMM)**

**Molecular function category**

**Table S3: GO-analysis of up-regulated DEGs (STH vs QHMM)**

Table S4: GO-analysis of down-regulated DEGs (STH vs QHMM)

**Table S5: Selected significant enrichment GO terms**

**Table S6: Pathway-Analysis**

**Table S7: Selected significant enrichment pathways**

**Table S8: DEGs probably involved in muscle growth and development process**

Table S9: The DEGs with highest k-core in the QHMM group and the STH group

**Table S 10: The DEGs identified from the pathways**

**Table S11. The description of gene symbol**

How the deposited data were processed for this re-analysis (not part of the article)

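Longissimus dorsi muscle of 3 QHMM and 3 STH females aged 1 year was sequenced, with 1 library per animal, and the comparison is STH vs. QHMM throughout. The authors mapped Ion Proton reads to the sheep genome (Oar 3.1), kept the unique mapped reads and deposited the number of reads on each gene as counts, without normalization. They also deposited RPKM values, which scale those counts by gene length and by the total count of the library. The upper-quartile correction that the methods name is not carried by these RPKM values. The aligner, the counting program and the annotation release are not named in the paper's text. All 12 per-sample columns, 6 of counts and 6 of RPKM, were used. In the RPKM table, 25 gene names that had been changed into dates were left out when the tables were joined, which left 23119 genes. Library totals on genes were 14334544, 12980936 and 12382244 in QHMM replicates 1, 2 and 3 and 13107349, 10982191 and 13546561 in the STH replicates, with a median of 13044142. With these depths, a gene at or under 3 counts in all libraries of a breed was taken as being at the floor, and a fold against it as a lower bound. Shares of single libraries carry 95% Wilson intervals.

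Differential expression was tested on the counts in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr on breed, glmQLFit and glmQLFTest with breed as the only term). A gene was called when its FDR, adjusted by the Benjamini-Hochberg method over 12506 genes, was below 0.05 and its absolute log2 fold change above 0.585, the thresholds of the paper. The SE of a log2 fold change was obtained from its size and the F statistic. Means and SDs are of TMM-normalized counts over the 3 libraries of a breed. The paper's lists (Table 3, Fig. 7 and Supplementary Tables S1, S8, S9 and S10) were matched by gene symbol with the same direction required, and a symbol printed as PKD4 in Supplementary Table S1 was read as PDK4, whose counts are identical. The 6 gene panels for slow fibres, fast fibres, glucocorticoid response, immediate-early response, adipocytes and blood were tested with camera in limma 3.58.1 (two-sided, inter-gene correlation 0.01, Benjamini-Hochberg adjustment over the 6 panels). The panels were written from general knowledge after Supplementary Table S1 had been read.

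Genes are named by a rule fixed in advance. It covers every gene that the paper's text, Table 3, Fig. 7 or Supplementary Table S9 names, the members of the 6 panels, ACTB, and the 10 genes with the largest absolute log2 fold change among called genes whose breeds do not overlap and whose mean count is at least 20. Where another gene is named, the text says that it was chosen after its values were seen.

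In all, 16 alternatives with all 6 libraries were tried, and 6 fits that each left out 1 library. They covered DESeq2 1.42.0 with its size factors, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, the replicate number as a block, robust dispersions, no minimum fold change, an FDR of 0.01, the TREAT test against the minimum fold change, leaving out the 20 most abundant genes, and an offset for gene length with and without the block. Limma-trend was run on log2(RPKM + 1) and log2(RPKM + 0.1) of genes with an RPKM of at least 1 in at least 3 libraries, and on every gene with a value above 0. EBSeq, the program of the paper's methods, was not installed, and its model for a pair of conditions was re-implemented in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, with median normalization and a posterior probability of equal expression below 0.05. For the panels, fry was tried in place of camera. Added after the data were seen were the EBSeq model with the size factors of the authors, and limma-trend on log2(RPKM / TMM + 1) of genes with an RPKM of at least 1 in at least 3 libraries. The factors of the authors were recovered from the counts and normalized means in Supplementary Table S1, with a relative error of at most 1.83e-08, and the 60 means printed in Table 3 were matched to within 0.0587. Plots were drawn with matplotlib 3.10.9.

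The methods were tested on simulated counts with the depths of these libraries and the dispersions that edgeR estimated, where 222 genes had been changed. Counts drawn with edgeR's own dispersions may favour edgeR. A share of false calls also depends on how many genes are changed, so these shares need not hold for the real libraries. The edgeR, TREAT and DESeq2 tests covered 12321 genes, limma-trend 11047 and the EBSeq model 12506. The edgeR test recovered 42.3% of the changed genes and 78% of those changed 4-fold, and 6.93% of its calls were false. DESeq2 recovered 51.8% with 17.3% false calls, TREAT 31.5% with 1.41%, limma-trend on RPKM 40.1% with 11%, and the EBSeq model 55.0% with 56.0%. On counts simulated from its own model, the EBSeq model recovered 81.2% with 13.4% false calls. With no gene changed, edgeR made 5 calls. In the counts with changed genes, camera called the 1 shifted set and 0 of 5 unshifted sets of 22 genes each. Genes were drawn independently of each other, so this does not test camera on sets of correlated genes.

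The carcass and meat quality measurements, the qRT-PCR values, the GO and KEGG enrichment and the networks were not analysed here, since the membership of all genes in the terms was not used here and a correlation within a breed would rest on 3 libraries.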

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

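Every test of an explanation in this part was chosen only after the result was seen. The 6 gene panels, the tests behind the counts and the alternatives of processing were chosen before the data were examined, except for the EBSeq model with the authors' size factors and limma-trend on RPKM divided by the TMM factors, and the panels were written after the paper's list of DEGs had been read.

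Genes that respond to glucocorticoids, a panel of 22 genes that the paper does not discuss as a group, differed between the breeds. Their median log2 fold change in STH vs. QHMM was 2.16 (camera adjusted p = 4.63e-31), with 22 of 22 higher in STH. Over all alternatives the adjusted p lay between 6.66e-43 and 0.00768, the last from fry, and 22 of 22 remained higher under each normalization and scaling, or 20 of 20 where at least 10 counts in every library were required. The paper's text does not name PDK4, FKBP5, TRIM63 or FBXO32. PDK4 had a log2 fold change of 5.16 (SE 0.86, FDR = 0.0137) and FKBP5 of 4.45 (SE 0.50, FDR = 0.00345). Outside the paper's 960 DEGs, TRIM63, a ubiquitin ligase of muscle protein breakdown, had a log2 fold change of 3.52 (SE 0.44, FDR = 0.00489), and FBXO32, another, had 2.68 (SE 0.61, FDR = 0.0433). FBXO32 was driven most by STH replicate 2, with 10122 normalized counts against 2062 and 1708 in replicates 1 and 3, and its log2 fold change fell to 1.37 without that library.

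Technical explanations of the glucocorticoid pattern were weighed first. Without the 20 most abundant genes the median was 2.14, under the other normalizations it was at least 2.13, and with the gene-length offset it was 2.14. These settings moved the values of all genes little, so an unchanged median is not a strong test. The sizes say more, since no setting moved the median of all genes by more than 0.109, far less than 2.16. Across genes, Spearman's rho between log2 fold change and gene length was 0.0155, with genes not being independent replicates, so there was almost no length trend to correct. With 1 library left out the panel median was 1.90 or more, so no single animal accounts for it. Because the panel was written after the paper's list had been read, its p-value is too small. The 9 members outside the paper's 960 still had a median of 1.02, and 3 of them, KLF9, TRIM63 and FBXO32, were called. Blood or immune cells in the samples could not be assessed with the blood panel, since 30.8% of it passed the filter for low counts. The 4 blood genes that passed had a median of -0.38 and so showed no rise in STH. Time of day at sampling could not be assessed either. The clock repressors and outputs, 6 of 9 tested, had a median log2 fold change of -0.0446 (camera adjusted p = 0.800), and the 3 clock activators had -0.63 with 3 of 3 lower (adjusted p = 0.141). The pattern therefore cannot be told apart from blood cells or time of day. Of the 4 splits of the 6 animals that part all 3 same-numbered animals, 1, the split by breed, gave a median as large, and the largest absolute median of any other split was 1.11. With 4 splits the share cannot fall below 0.05 whatever the values, so this comparison does not decide whether chance is excluded.

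A candidate explanation is a catabolic state, as in fasting or stress, that was stronger in the STH animals at slaughter. PPAR target genes, which respond to fatty acids in fasting, had a median log2 fold change of 0.25 with 9 of 9 higher in STH (camera adjusted p = 0.0133), a small shift. Proteasome and autophagy genes had a median of 0.68 with 9 of 11 higher (adjusted p = 0.00186). Of the 11, edgeR called only BNIP3 and GABARAPL1, which are DEGs of the paper, so this set partly reuses the paper's list. Both shifts could follow from that state, and neither separates it from breed. QHMM replicate 1 had the lowest QHMM count of each tested PPAR target gene. STH replicate 2 had the highest STH count of most proteasome and autophagy genes. Neither panel was tested with fry. Neither was refitted with 1 library left out, so a single animal is not excluded as the source of either shift. The paper states that the animals were fasted before live weight was measured and that all were raised in the same environment. Breed and state before slaughter go together in this design, so this remains a hypothesis.

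Adipocyte genes, also not discussed by the paper as a group, had a median log2 fold change of -2.40 (camera adjusted p = 1.78e-10), with 11 of 12 lower in STH. With the gene-length offset, with limma-trend on every gene above 0 and without STH replicate 2 it was 10 of 12, with limma-trend on genes above the RPKM minimum 9 of 11, with at least 10 counts in every library 8 of 9, and without QHMM replicate 1 it was 9 of 12. Over all alternatives the adjusted p lay between 1.40e-34 and 0.156, the last from fry. SCD, which is among the paper's 960 but not in its text, had a log2 fold change of -4.78 (SE 0.76, FDR = 0.0123). FASN, outside the 960, had -3.69 (SE 0.86, FDR = 0.0446). QHMM replicate 1 had 16317 normalized FASN counts against 1019 and 2003 in replicates 2 and 3, and without that library the log2 fold change of FASN was -1.62.

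The median of the adipocyte panel was -2.43 without the 20 most abundant genes, -2.42 under the other normalizations and -2.42 with the gene-length offset, and it was -1.62 at its smallest with 1 library left out. The first 3 settings moved the values as little as for the glucocorticoid panel and test as little, while the last shows that no single animal accounts for the pattern. Lower lipogenic activity in STH is a candidate explanation. Genes of lipid synthesis outside the panel were not tested with fry. Their median log2 fold change was -0.74 with 9 of 11 lower (camera adjusted p = 0.00275). Fewer fat cells in the STH samples are another. The 7 panel members that make no lipid had a median of -2.13 and the 5 that make or take up lipid had -4.01, a difference of 1.89. Fewer fat cells predict a fall in each set, as was seen. Whether lower lipogenic activity would also lower the 7 members that make no lipid was not tested. The split therefore does not decide between the explanations. Of the 4 splits that part all same-numbered animals, 1, the split by breed, gave a median as large, but another split of the 6 animals reached an absolute median of 2.31. A chance difference between these animals therefore cannot be excluded.

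Of the 432 called genes, 69 are outside the paper's 960, 46 up-regulated and 23 down-regulated in STH. Low counts do not account for them, since their median normalized count was 256, against 297 for the 363 inside. A larger spread between animals of one breed is a candidate explanation for their absence from the 960. The median within-breed coefficient of variation was 44.1% for the 69 and 27.3% for the 363. The model of the paper's methods is another, since the EBSeq model with the authors' size factors, added after the data were seen, called 6 of the 69 and 342 of the 363. DESeq2 called all 69, and 6 of the 69 were called in every fit that left out 1 library. No biological explanation was tested for them.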

How the results depend on the processing

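The tests of other splits in this part were chosen only after the results were seen. With 1 library left out, the number of DEGs ranged from 131 to 535, the up-regulated from 50 to 283, the down-regulated from 81 to 252 and those shared with the paper's 960 from 114 to 353. Called genes ranged from 6 to 15 in Table 3, from 1 to 6 among the qRT-PCR genes, from 63 to 192 in Supplementary Table S8 and from 18 to 56 in Supplementary Table S10. The signs of the 432 called genes did not change, which shows no stability because the breeds overlapped in none of them. The cause of the changed counts was not tested.

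Results moved by more than 1.5 times are given by setting, in the order DEGs, up-regulated, down-regulated, shared with the 960, Table 3, qRT-PCR, Supplementary Table S8 and Supplementary Table S10, where the values reported are 432, 203, 229, 363, 17, 5, 195 and 55. DESeq2 gave 973, 418, 555 and 645 for the first 4, then 9 for the qRT-PCR genes, 333 and 96. Without the filter on low counts the first 4 were 806, 366, 440 and 546. With an FDR of 0.01 all 8 moved, to 41, 23, 18, 39, 1, 1, 17 and 6. TREAT gave 105, 52, 53, 93, 3, 1, 48 and 17. The EBSeq model with median normalization gave 954, 372, 582, 808, 28, 8, 388 and 110, and with the authors' size factors, chosen after seeing the data, 988, 429, 559, 857, 27, 9, 411 and 120. Of the 432 genes, 336 were called with median normalization and 348 with the authors' factors. Simulated counts showed more false calls from the EBSeq model and DESeq2 than from edgeR and fewer from TREAT. Those counts were drawn with edgeR's dispersions and 222 changed genes, so this order need not hold for the real libraries. For these data the cause of the differences was not tested.

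Limma-trend moved the split of directions. On log2(RPKM + 1), 212 genes were up-regulated and 134 down-regulated (61.3% up-regulated). On log2(RPKM + 0.1) there were 203 and 125 (61.9%), 3 of the qRT-PCR genes were called, and the median log2 fold change of all genes moved by 0.109. On every gene above 0 the 8 counts were 78, 54, 24, 70, 3, 2, 40 and 13 (69.2% up-regulated). The counts gave 47.0% up-regulated. RPKM carries no factor for library composition, as TMM does. With RPKM divided by the TMM factors, an alternative chosen after seeing the data, log2(RPKM / TMM + 1) gave 416 genes, 190 up-regulated and 226 down-regulated (45.7%), with the median of all genes moved by -0.00701, so the missing composition factor accounts for the shift towards up-regulated genes on log2(RPKM + 1). The other settings, which are upper-quartile normalization, at least 10 counts in every library, robust dispersions, leaving out the 20 most abundant genes and the gene-length offset, left every one of the 8 counts within 1.5 times, with 407 to 443 DEGs. Dropping the minimum fold change gave the same 432 genes, because each gene with an FDR below 0.05 also passed that minimum, so this setting tests nothing.

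With the replicate number as a block, 457 genes were called, 201 up-regulated and 256 down-regulated, of which 342 are among the 432. With the block and the gene-length offset, 461 were called and 350 were shared. The immediate-early median was 0.95 with the block and 1.00 with both, with 17 of 21 higher in each, and the adipocyte genes were lower in 10 of 12. Animals with the same number were not paired by the paper. The correlation across genes between the residuals of same-numbered QHMM and STH libraries was 0.0203 on average (0.226, -0.0380 and -0.130 for replicates 1, 2 and 3), with genes not being independent replicates, so no effect common to same-numbered animals was seen.

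The panels for slow fibres, glucocorticoid response and adipocytes kept their direction in every setting. Their medians lay from -1.46 to -1.24, from 1.90 to 2.35 and from -2.71 to -1.62 with 1 library left out. With fry in place of camera, the adipocyte median of -2.40 (adjusted p = 0.156), the fast-fibre median of -0.34 (adjusted p = 0.183) and the immediate-early median of 0.27 (adjusted p = 0.476) were no longer past the threshold. Over all alternatives the adjusted p of the fast-fibre panel lay between 3.74e-06 and 0.183 and that of the immediate-early panel between 6.87e-12 and 0.616. The fast-fibre median lay from -0.91 to -0.40 with 1 library left out. The immediate-early median was 0.25 with DESeq2 (adjusted p = 0.116), and from -0.27 to 1.28 with 1 library left out. It reversed without QHMM replicate 3 and without STH replicate 1. The blood median of -0.38, with 4 of 13 genes tested, reversed to 0.32 without the filter on low counts, to 0.0663 with limma-trend on every gene above 0 and to 0.0905 without QHMM replicate 2, and its lowest value was -0.55 with 1 library left out. The cause was not tested.

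For the 95 single genes named in the text that were tested, settings with all libraries gave 1490 values, of which 1212 kept direction and call, 184 were no longer called, 91 became called and 3 reversed. With 1 library left out there were 570 values, of which 402 kept both, 160 were no longer called, 7 became called and 1 reversed. The log2 fold change of ACTB, -0.17, reversed to 0.0547 with limma-trend on log2(RPKM + 1) of genes above the RPKM minimum, to 0.0550 with limma-trend on log2(RPKM + 0.1) of genes above the RPKM minimum, to 0.0547 with limma-trend on log2(RPKM + 1) of every gene above 0 and ranged from -0.48 to 0.10 with 1 library left out. With limma-trend on log2(RPKM / TMM + 1) of genes above the RPKM minimum, the log2 fold change of ACTB was -0.06. The missing composition factor can therefore account for its reversal on log2(RPKM + 1) of those genes. That reversed value, 0.0547, had an SE of 0.32, so its sign was not settled. Division by the TMM factors was not tried in the other limma-trend fits. For the other changes the cause was not tested.

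The 6 animals can be split into equal groups in 10 ways. Of these, 4 part all 3 same-numbered animals, as the breeds do, and the other 6 part 1. For the number of DEGs, the up-regulated, the down-regulated, those shared with the 960 and the called genes of Table 3, qRT-PCR, Supplementary Table S8 and Supplementary Table S10, 1 of the 4 splits, the real one, gave a result as large. The other 9 splits gave 0 DEGs, with 192 to 990 genes at an unadjusted p below 0.05 against 2395. With 4 splits the share cannot fall below 0.05 whatever the values, so it does not decide whether chance is excluded.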

Differences from the paper's values

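The paper reports 960 DEGs, 405 up-regulated and 555 down-regulated; edgeR called 432, 203 and 229. Of the alternatives set before the data were examined, the number fell within 1.5 times of the paper's with DESeq2 (973, 418 and 555), without the filter on low counts (806, 366 and 440) and with the EBSeq model under median normalization (954, 372 and 582). Without STH replicate 1 the up-regulated count did so too, at 283. The EBSeq model with the authors' size factors, chosen after seeing the values, gave 988, 429 and 559. No other alternative came within 1.5 times of any of the 3 counts.

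Table 3 holds 30 of the paper's DEGs, of which 17 were called. DESeq2 called 25 of them, the fit without a filter on low counts 24, and the EBSeq model 28 with median normalization and 27 with the authors' size factors, chosen after seeing the values. The paper tested 9 DEGs by qRT-PCR, of which 5 were called. DESeq2 called 9, the fit without a filter 6, the fit without STH replicate 1 6, and the EBSeq model 8, or 9 with the authors' size factors, chosen after seeing the values. Only DESeq2 and the EBSeq model with the authors' size factors, chosen after seeing the values, reached the paper's 9, and no setting reached its 30. The settings not listed here stayed more than 1.5 times below the paper's number in both lists.

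Of the paper's 463 genes in Supplementary Table S8, 195 were called. DESeq2 called 333, the EBSeq model 388, and with the authors' size factors, chosen after seeing the values, 411. Of the paper's 133 genes in Supplementary Table S10, 55 were called, against 96 with DESeq2, 110 with the EBSeq model and 120 with the authors' size factors, chosen after seeing the values. Within that table, the paper's 97 genes of metabolic pathways compare with 41 (69 with DESeq2, 81 with the EBSeq model, 90 with the authors' factors). Its 7 genes of the citrate cycle compare with 4 (6 with DESeq2, 5 without the filter, 5 with at least 10 counts in every library, 6 with the EBSeq model, 7 with the authors' factors). Its 8 genes of glycolysis compare with 4 (7 with DESeq2, 8 with the EBSeq model, 8 with the authors' factors), and its 19 Wnt genes with 6 (14 with DESeq2, 16 with the EBSeq model, 16 with the authors' factors). Its 19 FoxO genes compare with 8 (15 with DESeq2, 13 without the filter, 13 without STH replicate 1, 15 with the EBSeq model, 16 with the authors' factors). The authors' factors were in each case chosen after seeing the values, and the other alternatives set before the data were examined did not come within 1.5 times of these numbers.

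The 43 log2 fold changes of single genes that the paper gives and that were compared did not differ from the edgeR values by more than the larger error. Single genes that the paper calls and edgeR did not were called in several settings. Of the 960 genes, DESeq2 called 282 that edgeR did not, the fit without a filter 183, the fit with at least 10 counts in every library 49, robust dispersions 28, the gene-length offset 28, upper-quartile normalization 9, leaving out the 20 most abundant genes 9, and the EBSeq model 478, or 515 with the authors' size factors, chosen after seeing the values. Limma-trend called 51 on log2(RPKM + 1), 44 on log2(RPKM + 0.1) and 1 on every gene above 0, and 47 on log2(RPKM / TMM + 1), chosen after seeing the values. Fits that left out QHMM replicate 1, 2 or 3 called 2, 8 and 10, and those that left out STH replicate 1, 2 or 3 called 61, 4 and 38. The replicate number as a block, with and without the gene-length offset, also called some of them. In all, 568 of the 597 genes that edgeR did not call were called in some setting and 29 in none. FOXP1 is the 1 gene of Table 3 among the 29. The EBSeq model, which called the most of the 597, is that of the paper's methods on the same counts. A call in some setting therefore shows no stability.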

Other observations

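The tests of explanations in this part were chosen only after the results were seen. Slow-fibre genes had a median log2 fold change of -1.34 in STH vs. QHMM (camera adjusted p = 1.36e-11), with 12 of 13 lower in STH, and the same number was lower in each setting apart from 11 of 12 without the 20 most abundant genes. The median was -1.36 without those genes, -1.35 under the other normalizations, -1.32 with the gene-length offset and -1.24 at its smallest with 1 library left out, so no single animal accounts for the pattern. The other settings moved all genes by little and are no strong test. Over all alternatives the adjusted p lay between 1.30e-14 and 0.00768. Fast-fibre genes had a median of -0.34 (camera adjusted p = 0.00238) with 10 of 11 lower, and of -0.93 with 5 of 6 lower without the 20 most abundant genes. A lower slow-fibre share in the STH samples may explain the slow-fibre values, but it would not by itself lower the fast-fibre genes, so it remains a hypothesis. Of the 4 splits that part all same-numbered animals, 1, the split by breed, gave a slow-fibre median as large, and the largest absolute median of any other split was 0.678. For the fast-fibre genes 2 of the 4 gave a median as large, with 0.674 in the largest other split, so their fall is not particular to the breeds. With 4 splits the slow-fibre share cannot fall below 0.05 whatever the values, so it does not decide whether chance is excluded. TNNT3, a fast-fibre gene, has 0 counts in all 6 libraries.

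MYH6 followed OMYHCS closely, with an SD of 0.152 for the log2 ratio of the pair over the 6 libraries. The SD of the other 11 slow-fibre genes against OMYHCS ran from 0.345 to 1.47. Reads shared between these paralogs may explain this, and a shared regulation of both genes may as well. The SD fits either, and the authors kept unique mapped reads only, which leaves less room for shared reads. Whether the fall of MYH6 is separate from that of OMYHCS was not settled by the counts.

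Immediate-early genes were low in QHMM replicate 3, where 19 of 21 had their lowest value and the median log2 ratio to the other libraries was -4.07. In 10000 random lists of genes matched for abundance, the median list had 4 such genes and the largest 12. The share of lists with as many was 0.0001, the smallest that 10000 lists can give, so a general shift of genes in that library does not account for it. Low depth does not either, since 1 library has a smaller total. The lowest Spearman's rho of QHMM replicate 3 with another QHMM library was 0.955 across genes and its highest with an STH library was 0.943, a difference of 0.0127, so a mislabelled sample is unlikely. Its RNA integrity number in the paper, 6.3, is not lower than the others. A different handling or state of this animal at slaughter may explain the pattern, and no further test of that was possible. Over both breeds the panel had a median log2 fold change of 0.27 (camera adjusted p = 0.00234), with 13 of 21 higher in STH. With limma-trend the median was 1.13 on log2(RPKM + 1), with or without the RPKM minimum, and 1.39 on log2(RPKM + 0.1), with 19 of 21 higher in each. Without QHMM replicate 3 it was -0.27 with 8 of 21 higher, and 4 of 4 splits gave a median as large, so no direction between breeds is claimed.

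Blood genes had a median log2 fold change of -0.38 (camera adjusted p = 0.600), with 3 of 4 tested genes lower in STH, and 1 of 4 splits gave a median as large, or 3 of all 10. Since 4 of 13 members were tested, the panel does not measure blood content, and its sign changed with the filter on low counts.

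Among genes that the paper's introduction names, edgeR gave MSTN a log2 fold change of -0.75 (SE 0.60, FDR = 0.547), IGF1 of -0.53 (SE 0.45, FDR = 0.573) and IGF2 of -0.33 (SE 0.41, FDR = 0.716). The breeds overlapped for each of them. GH had 1 read in the 6 libraries.

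The 10 largest changes among called genes whose breeds do not overlap and whose mean count is at least 20 were 5 up-regulated and 5 down-regulated, and 9 of them are among the paper's 960. PPP2R2D, with 1, 3 and 1 counts in QHMM, was at least 19.4-fold higher in STH. ARMC2 had a log2 fold change of 5.65, PDK4 of 5.16, GADD45G of 4.54 and FKBP5 of 4.45. ELOVL6 had -5.37, SCD -4.78, CTXN3 -4.24, LEP -4.21 and PPP1R3C -4.17. LEP is the 1 outside the 960. In the 6 fits that each left out 1 library, 4 of the 10 were called every time. ARMC2 had 509 normalized counts in STH replicate 2 against 13.2 and 57.1 in replicates 1 and 3, and ELOVL6 had 1036 in QHMM replicate 1 against 26.9 and 64.0 in replicates 2 and 3. No explanation was tested for these genes as a set.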
